# Lkb1 suppresses amino acid-driven gluconeogenesis in the liver

**DOI:** 10.1038/s41467-020-19490-6

**Published:** 2020-11-30

**Authors:** Pierre-Alexandre Just, Sara Charawi, Raphaël G. P. Denis, Mathilde Savall, Massiré Traore, Marc Foretz, Sultan Bastu, Salimata Magassa, Nadia Senni, Pierre Sohier, Maud Wursmer, Mireille Vasseur-Cognet, Alain Schmitt, Morgane Le Gall, Marjorie Leduc, François Guillonneau, Jean-Pascal De Bandt, Patrick Mayeux, Béatrice Romagnolo, Serge Luquet, Pascale Bossard, Christine Perret

**Keywords:** Physiology, Metabolism

## Abstract

Excessive glucose production by the liver is a key factor in the hyperglycemia observed in type 2 diabetes mellitus (T2DM). Here, we highlight a novel role of liver kinase B1 (Lkb1) in this regulation. We show that mice with a hepatocyte-specific deletion of *Lkb1* have higher levels of hepatic amino acid catabolism, driving gluconeogenesis. This effect is observed during both fasting and the postprandial period, identifying Lkb1 as a critical suppressor of postprandial hepatic gluconeogenesis. Hepatic *Lkb1* deletion is associated with major changes in whole-body metabolism, leading to a lower lean body mass and, in the longer term, sarcopenia and cachexia, as a consequence of the diversion of amino acids to liver metabolism at the expense of muscle. Using genetic, proteomic and pharmacological approaches, we identify the aminotransferases and specifically Agxt as effectors of the suppressor function of Lkb1 in amino acid-driven gluconeogenesis.

## Abstract (web summary)

Excessive glucose production by the liver contributes to poor blood glucose control in type 2 diabetes. Here the authors report that the liver kinase B1 (Lkb1) suppresses amino acid driven postprandial glucose production in the liver through the aminotransferase Agxt.

## Introduction

The liver plays a major role in maintaining normal glycemia, by regulating the processes of glycogen breakdown (glycogenolysis), glycogen synthesis (glycogenogenesis) and glucose synthesis (gluconeogenesis) to produce glucose during fasting and to store glucose in the postprandial period. During fasting, glucose is initially generated by glycogenolysis, and then by gluconeogenesis from various gluconeogenic precursors, including amino acids. The liver is the principal organ capable of glucose synthesis^1^. During fasting, glucose is initially generated by glycogenolysis, and then by gluconeogenesis from various gluconeogenic precursors, including amino acids. However, hepatic gluconeogenesis is not restricted to the fasted state; it is also a normal physiological event in the fed state, as part of the metabolism of excess dietary amino acids, the carbon moiety of which is stored as glycogen, via the indirect pathway of glycogen synthesis^2,3^. A deregulation of gluconeogenesis is a signature of type 2 diabetes mellitus (T2DM). A deeper understanding of the mechanisms regulating hepatic gluconeogenesis is crucial for advances in the management of T2DM^4–6^.

The liver kinase B1 (LKB1) pathway is known to suppress hepatic gluconeogenesis^7–10^. LKB1 is a master upstream kinase that directly phosphorylates and activates AMP-activated protein kinase (AMPK) and 12 kinases related to AMPK, known as AMPK-related kinases (ARKs), including the salt-inducible kinases (SIKs)^11^. AMPK is a key intracellular energy sensor and regulator of multiple metabolic processes^12^. Shaw et al. showed that the loss of *Lkb1* in the liver results in hyperglycemia, due to an enhancement of gluconeogenesis, and identified Ampk as the enzyme responsible for induction of the gluconeogenic program by *Lkb1* deficiency^7^. However, subsequent studies called the role of Ampk into question, instead identifying Siks as the effectors of gluconeogenesis suppression by *Lkb1* in the liver^8,10,13^.

Here, using mice with a hepatocyte-specific *Lkb1* deficiency, we characterize a new role of *Lkb1* in the control of hepatic amino acid catabolism, identifying Lkb1 as a suppressor of gluconeogenesis from amino acids. We show that, in addition to its known effects on hepatic gluconeogenesis, the loss of hepatic *Lkb1* increases the uptake and catabolism of amino acids in the liver and, ultimately, their utilization as substrates for gluconeogenesis. This is the case not only during fasting, but also during the postprandial period, identifying Lkb1 as a suppressor of postprandial gluconeogenesis. The increase in hepatic amino acid extraction in mutant mice is associated with a decrease in plasma amino acid concentration, ultimately affecting protein homeostasis in the skeletal muscle. Indeed, mutant mice have a lower lean body mass and muscle amino acid content than wild-type mice. In the longer term, the impairment of amino acid metabolism leads to the development of sarcopenia and cachexia, causing premature death in more than 60% of the mutant mice. Using genetic, proteomic, and pharmacological approaches, we identify aminotransferases and, specifically, Agxt as effectors, of the suppressor function of Lkb1 in amino acid-driven gluconeogenesis. We find that this effect of Lkb1 occurs independently of Ampk and identify a phosphorylated RNA-binding protein network controlled by Lkb1 as the key element in controlling the expression of enzyme of amino acid catabolism at the translational level.

## Results

### Hepatic loss of *Lkb1* induced hyperglycemia and sarcopenia

Tamoxifen was injected into adult *Lkb1*^*fl,fl*^*;TTR-CreTam* and control *Lkb1*^*fl,fl*^ mice to induce the deletion of *Lkb1* specifically in the hepatocytes. The mutant mice are referred to hereafter as Lkb1KO^livad^ mice. Their phenotypes were analyzed 15 days later, to characterize the immediate phenotype resulting from *Lkb1* deletion in the liver. Western blots confirmed the absence of Lkb1 in the livers of Lkb1KO^livad^ mice. As expected, Ampk phosphorylation levels were much lower in the livers of mutant mice than in those of controls (Fig. 1a).

**Fig. 1:**
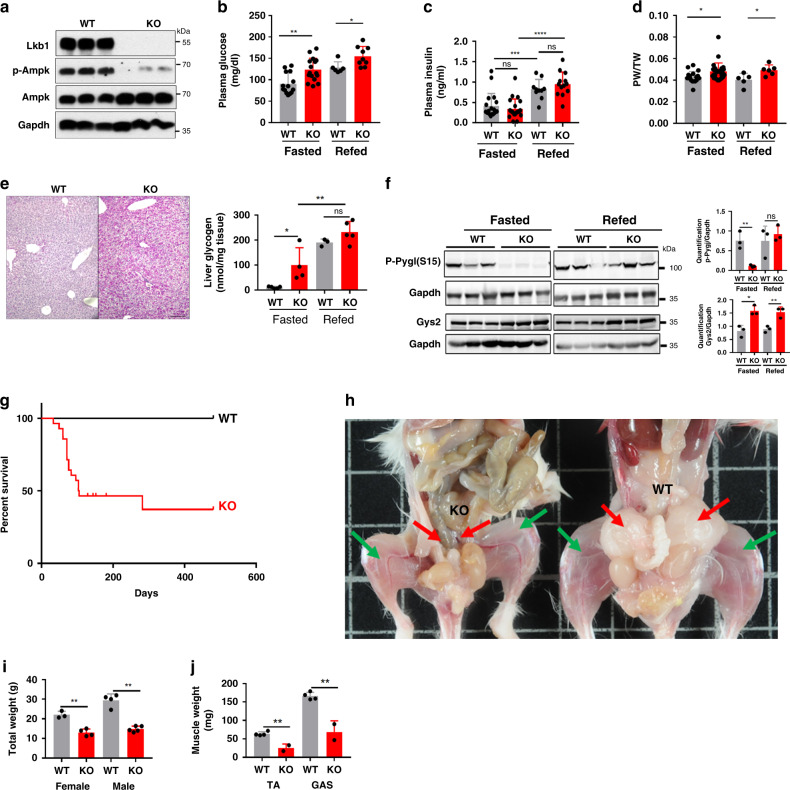
Short- and long-term phenotypes of Lkb1KO^livad^ mice. **a** Immunoblot showing the efficient inactivation of *Lkb1* in the livers of Lkb1KO^livad^ (KO, *n* = 3) mice and lower levels of Ampk phosphorylation compared to control littermate (WT, *n* = 3). β-actin is the loading control. Representative blot of four independent experiments. **b**–**f** Short-term phenotype, with impaired glucose homeostasis. Animals were analyzed 15 days after the injection of tamoxifen. **b** Blood glucose levels of fasted mice (WT: *n* = 14, KO: *n* = 16) and refed mice (KO: *n* = 15, WT: *n* = 16). **c** Plasma insulin concentration in fasted (WT: *n* = 14, KO: *n* = 16) and refed (WT: *n* = 10, KO: *n* = 13) mice. **d** Ratio of liver weight to total body weight (LW/TW) in fasted (WT: *n* = 14, KO: *n* = 16) and refed (WT: *n* = 5, KO: *n* = 5) mice. **e** Periodic acid Schiff staining of sections of the liver from fasted mice (scale bar: 100 μm), and glycogen content in fasted (WT: *n* = 8, KO: *n* = 14) and refed (WT: *n* = 3, KO: *n* = 3) mice. **f** Immunoblot of Pygl phosphorylation (pS15) and Gys2 levels in fasted and refed mice. Quantification was performed with FUJI multigauge software and normalized to Gapdh, *n* = 3 mice per group. Representative blot of two independent experiments. **g**–**j** Long-term phenotype, with sarcopenia and cachexia. **g** Kaplan–Meier survival curves of mutant (KO, *n* = 29) and control (WT, *n* = 10) mice. **h** Gross morphology of a control littermate (WT) and a cachexic mutant (KO) showing a lack of fat mass (red arrow) and muscle sarcopenia (green arrow) in the mutant mice. **i** Total weight of female (KO: *n* = 4) and male (KO: *n* = 5) mutant mice at the time of euthanasia due to cachexia, relative to those of their control littermates (WT, female: *n* = 3, male: *n* = 4). **j** Weight of tibialis (TA) and gastrocnemius (GAS) muscles of male mutant mice (KO, *n* = 3) at the time of euthanasia due to cachexia, relative to those of their control littermates (WT, *n* = 4). All graphical data are means values ± SD. *P* values were determined by unpaired two-tailed *t*-test. *p ≤ 0.05; **p ≤ 0.01. Source data are provided as a Source data file.

Tamoxifen-treated Lkb1KO^livad^ mutant mice presented hyperglycemia in the fasted state and were glucose-intolerant in intraperitoneal (IP) glucose tolerance tests, consistent with the findings of a previous study^7^ (Fig. 1b, Supplementary Fig. 1a). Mutant mice also displayed hyperglycemia in the refed state (Fig. 1b). Plasma insulin concentrations did not differ significantly between mutant mice and controls, for any of the nutritional states considered (Fig. 1c). No significant differences in plasma and hepatic triglyceride levels were observed between mutant and wild-type mice (Supplementary Fig. 1b, c). Mutant mice had slightly, but significantly heavier livers (Fig. 1d) with preserved liver function (Supplementary Fig. 1d, e) and a normal architecture on liver histology examination (Supplementary Fig. 1g). However, the PAS staining of liver sections associated with the determination of glycogen content revealed a much higher level of glycogen accumulation in mutant than in control mice, in the fasted state (Fig. 1e). We investigated this increase in glycogen content in Lkb1KO^livad^ mice, by studying two critical enzymes involved in the control of glycogen storage: glycogen synthase (Gys2), which is involved in glycogen synthesis, and glycogen phosphorylase (Pygl), which is involved in glycogen degradation^6^. During the fasting period, the active form of Pygl (pS^15^Pygl) was much less abundant in Lkb1KO^livad^ mice than in controls, suggesting a much lower levels of glycogen degradation; at the same time levels of the Gys2 protein were significantly higher (Fig. 1f). Given the role of glucagon as a counter-regulator of insulin signaling for glucose homeostasis, we checked its plasma levels in the fasting and refed state and did not find any significant difference in the insulin/glucagon ratio, suggesting that a deregulation of glucagon secretion was not involved in the phenotype of the Lkb1KO^livad^ mice (Supplementary Fig. 1f). Together, these findings can account for the higher glycogen content of the livers of fasted Lkb1KO^livad^ mice.

We also monitored Lkb1KO^livad^ mice for several months, to analyze their long-term phenotypes. About 6 months after tamoxifen injection, more than 60% of the mutant mice died from severe sarcopenia and cachexia (Fig. 1g). Mutant mice had a much lower body weight (Fig. 1i), with a striking lack of skeletal muscle and adipose tissue (Fig. 1h–j). Tibialis and gastrocnemius muscle weights were strongly decreased (Fig. 1j), and morphometric analysis showed that sarcopenia was linked to a smaller muscle fiber size (Supplementary Fig. 1h).

Overall, our results show that the specific deletion of *Lkb1* in hepatocytes leads to the impairment of glucose homeostasis, with hyperglycemia and an abnormal accumulation of glycogen during the fasting period. In the long term, the hepatocyte-specific inactivation of *Lkb1* led to severe cachexia and sarcopenia, resulting in death in more than 60% of the animals.

### Body composition of mutant mice reveals lower lean body mass

The cachectic and sarcopenic phenotype developing in Lkb1KO^livad^ mice over time clearly suggests that hepatic *Lkb1* loss is responsible for changes in the relationships between the liver and other organs, such as muscles. We monitored changes in body composition in Lkb1KO^livad^ and control mice by MRI for nine weeks after tamoxifen injection, to confirm these peripheral consequences of liver-specific *Lkb1* loss. No significant difference was found between mutant and control mice in terms of overall body weight gain, but the mutant mice displayed significant modifications of their body composition, with a lower lean mass and a higher fat mass (Fig. 2a–c). The monitoring of mice in indirect calorimetry cages revealed no significant differences in food intake or total energy expenditure between LKBKO^livad^ and control mice, and significantly lower levels of locomotor activity during the night in LKBKO^livad^ mice than in their control littermates, consistent with a positive energy balance (Fig. 2d–g). In addition, mutant mice displayed a whole-body shift in substrate preference toward higher levels of carbohydrate oxidation. Indeed, the respiratory exchange ratio (RER), a key indicator of substrate utilization, was consistent with an enhanced contribution of carbohydrates to energy expenditure specifically at the end of the day, at a time at which wild-type animals were preferentially making use of lipid oxidation (Fig. 2h and Supplementary Fig. 2).

**Fig. 2:**
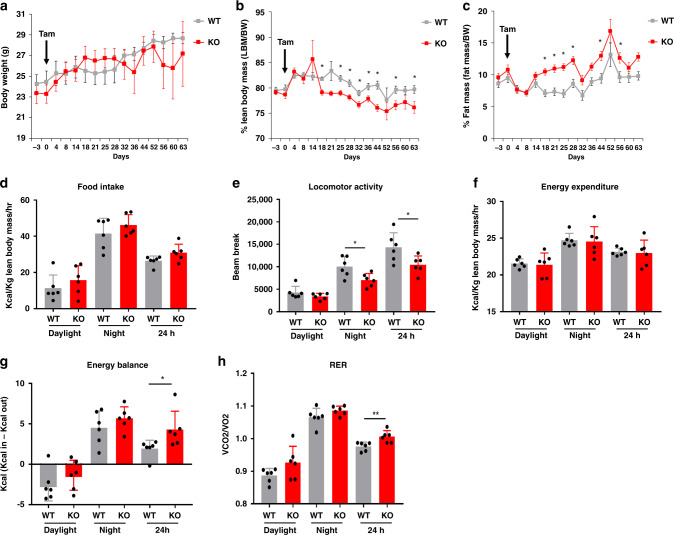
*Lkb1* deletion in the hepatocytes affects body composition and whole-body metabolism. **a**–**c** Changes in whole-body composition analyzed after tamoxifen injection in Lkb1KO^livad^ (KO) mice. **a** Body weight (g) and of the percentage of total body weight accounted for by lean body mass (**b**) (g/bw) and fat mass (**c**) (g/bw), for KO (*n* = 6) and control (WT, *n* = 6) mice over a period of 9 weeks. Data are expressed as means ± SEM. *P* values were determined by unpaired two-tailed *t*-test. *p ≤ 0.05. Tamoxifen was injected into the animals on day 0 (black arrow); calorimetric analysis was performed from day 14 to day 18. **d** Mean daylight-, night- and 24 h mean food intake (g/kg lean body mass/h). **e** Mean daylight-, night- and 24 h- mean spontaneous locomotor activity (beam break). **f** Mean daylight-, night- and 24 h mean energy expenditure (kcal/kg lean body weight/h). **g** Mean daylight-, night- and 24 h mean energy balance. **h** Mean daylight-, night- and 24 h mean respiratory exchange ratio (VCO_2_/VO_2_) of KO and control mice. Means over 24 h were calculated from 96 h measurements. All graphical data (**d**–**h**) are expressed as the mean ± SEM of 6 animals per group. *P* values were determined by unpaired two-tailed *t*-test. *p ≤ 0.05; **p ≤ 0.01. Source data are provided as a Source data file.

Analysis of the expression level of key ubiquitin ligases as well as Akt phosphorylation at Ser^473^ in the skeletal muscle of mutant and control mice strongly suggested that the decrease of the lean mass observed in mutant mice did not involve either catabolic pathways or change in the insulin signaling in the skeletal muscle (Supplementary Fig. 1i, j).

These results indicate that the liver-specific deletion of *Lkb1* results in whole-body changes in body composition, with a lower lean mass, resulting in sarcopenia in the long term. The positive energy balance and preferential use of carbohydrate oxidation observed in the mutant animals may have contributed to their higher fat mass.

### *Lkb1* controls hepatic gluconeogenesis and amino acid catabolism

Studies based on inhibition of the gluconeogenic program have characterized Lkb1 as a suppressor of hepatic gluconeogenesis^7–10^. Consistent with these findings, pyruvate tolerance tests revealed higher levels of gluconeogenesis in Lkb1KO^livad^ mice, associated with higher levels of expression for several of the target genes of Foxo-1, a master transcriptional activator of hepatic gluconeogenesis^14,15^ (Fig. 3a, b).

**Fig. 3:**
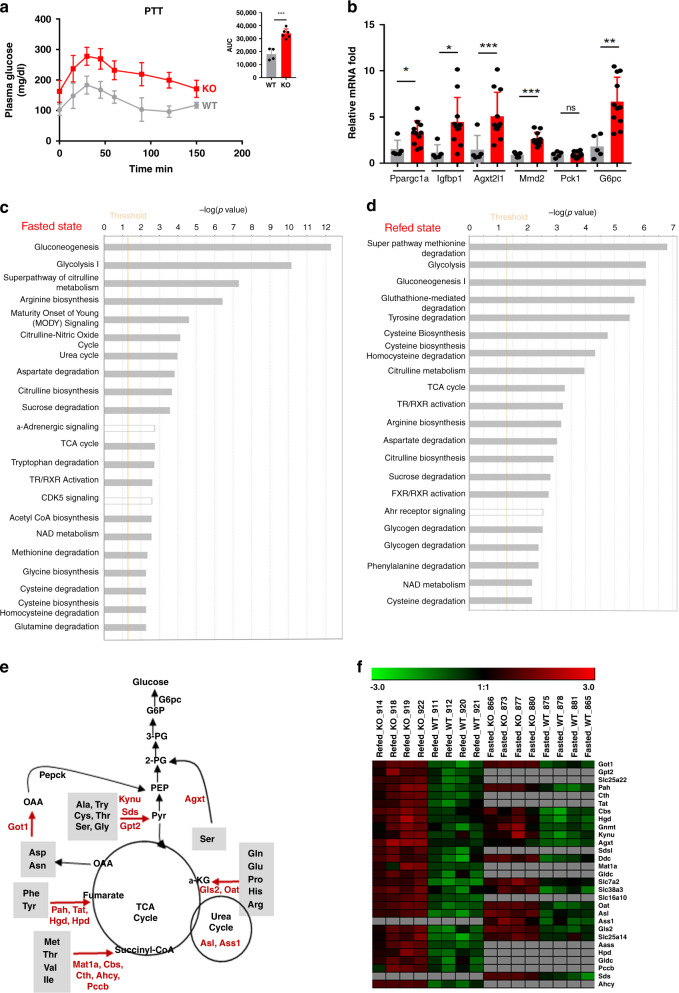
Lkb1KO^livad^ (KO) mice have high levels of liver gluconeogenesis and enriched hepatic amino acid catabolism. **a** Pyruvate tolerance test (PTT) (KO: *n* = 4, WT: *n* = 6). The area under the curve (AUC) of blood glucose level is shown. Data are presented as mean values ± SD. *P* values were determined by unpaired two-tailed *t*-test. ***p ≤ 0.001. **b** RT-qPCR analysis of the expression of Foxo-1 target genes in fasted mice (KO: *n* = 10, WT: *n* = 6). Data are presented as mean values ± SD. *P* values were determined by unpaired two-tailed *t*-test. ns: not significant; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001. **c**, **d** IPA analysis of the liver proteome of Lkb1KO^livad^ mice, showing the top-ranking enriched canonical pathways. The LFQ liver proteome analysis was done 15 days after tamoxifen injection on Lkb1KO^livad^ and control mice. The *p* value for pathway enrichment was obtained in right-tailed Fisher’s exact tests. The threshold for −log_10_(*p* value) determines the probability of each biofunction being assigned to the dataset and the canonical pathway not being due to chance alone. **e** Scheme of the amino acid catabolic pathways for gluconeogenesis and the urea cycle. The proteins for which enrichment was noted in the livers of mutant mice are shown in red. **f** Heatmap showing the enrichment in proteins involved in amino acid catabolism, amino acid uptake and the urea cycle in both the fasted and refed states. This heatmap was generated with Genesis clustering software. Proteins not upregulated are shown in gray. Source data are provided as a Source data file.

Given the complex metabolic phenotype of the mutant animals, which presented hyperglycemia, but with a defect in lean mass leading to sarcopenia in the long term, we performed proteomic analyses to decipher the role of Lkb1 in the control of liver metabolism. We used a label-free quantification (LFQ) method to characterize the liver proteome of Lkb1KO^livad^ mice and controls. This LFQ analysis was performed on the livers of fasted and refed animals. We identified 177 (63 upregulated and 114 downregulated) and 322 (165 upregulated, 156 downregulated) proteins differentially expressed (DE) between the liver of mutant and control mice in the fasted and refed states, respectively (−1<FC (Log2) >1, adjusted *p* value <0.05), (Supplementary Data 1 and Supplementary Data 2).

Ingenuity pathway analysis (IPA) identified gluconeogenesis and amino acid metabolism, and, more specifically, amino acid catabolism, as the top canonical pathways enriched in the DE proteins upregulated in the livers of fasted *Lkb1* mutant mice, and in refed mutant mice (Fig. 3c, d). Most amino acids can be used as precursors of gluconeogenesis in the liver, as shown in Fig. 3e. In this scheme, we indicate the various enzymes involved in amino acid metabolism upregulated in the livers of the mutant animals. The heatmap of the DE proteins linked to amino acid catabolism (Tat, Pah, Hgd, Hpd, Kynu, Sds, Sdsl, Cth, Cbs, Pccb, Gnmt, Mat1a, Ahcy, Aass), aminotransferases (Got1, Agxt, Gpt2), amino acid uptake (Slc7a2, Slc25a15, Slc25a22, Slc38a3, Slc38a4) and the urea cycle (Oat, Gls2, Asl, Ass1) revealed a number of proteins deregulated in both the fasting and refed states, indicating that Lkb1 downregulates the levels of proteins involved in amino acid catabolism regardless of feeding status (Fig. 3f and Supplementary Data 1, Supplementary Data 2). Western-blot analyses on primary hepatocytes from Lkb1KO^livad^ and control mice revealed an upregulation of proteins involved in amino acid catabolism similar to that observed with mouse liver tissues (Supplementary Fig. 3a). This finding indicates that Lkb1 controls amino acid catabolism in a cell-autonomous manner.

Furthermore, a heatmap of the critical enzymes of gluconeogenesis (Pc, Pck1, Fbp1, G6pc) showed a strong upregulation of their protein levels in the refed state in mutant animals, highlighting the key suppressor role of Lkb1 in controlling hepatic gluconeogenesis not only during fasting periods, but also during the normal postprandial process (Supplementary Fig. 3b).

These results highlight a new role for Lkb1 as a suppressor of hepatic amino acid catabolism, in addition to its known role as a suppressor of gluconeogenesis, not only during the fasting period but also during the processing of nutrients after food intake.

### *Lkb1* controls amino acid availability in hepatic gluconeogenesis

The higher levels of hepatic amino acid catabolism in Lkb1KO^livad^ mice led us to explore the capacity of the liver to produce glucose from amino acids in *Lkb1*-deficient mice.

The main fate of alanine in the liver is to support gluconeogenesis. We, therefore, performed alanine tolerance tests (ATT) and determined glucose levels in the bloodstream after the IP injection of a bolus of alanine in fasted mice. In WT animals, alanine injection had a significant but modest effect on plasma glucose concentration, which rapidly returned to normal levels. However, in Lkb1KO^livad^ mice, we observed a large increase in glycemia, which remained high for more than 3 h after alanine injection (Fig. 4a).

**Fig. 4:**
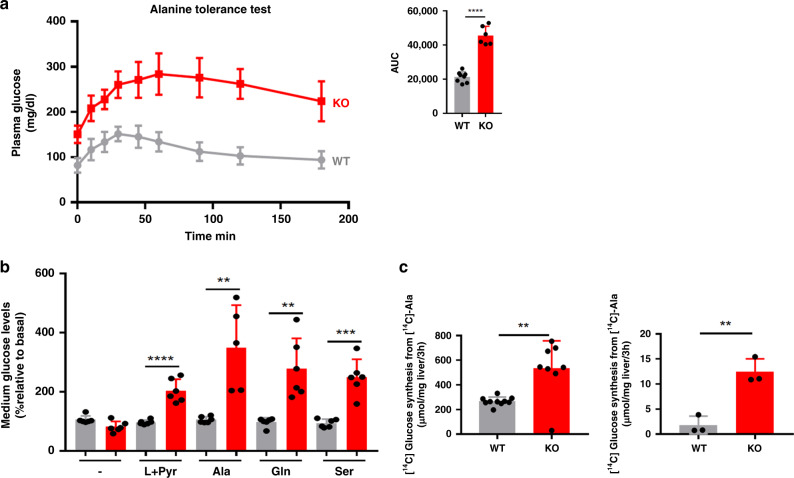
Liver gluconeogenesis from amino acids in Lkb1KO^livad^ (KO) mice. **a** Blood glucose levels in alanine tolerance test (KO, *n* = 6, WT: *n* = 8). The area under the curve (AUC) of glucose level is shown. Mice were fasted for 24 h before the ATT. Data are presented as mean values ± SD. *P* values were determined by unpaired two-tailed *t*-test. ***p ≤ 0.001. **b** Glucose production from glutamine, alanine or serine in primary cultures of hepatocytes. Glucose production was normalized against protein content and is expressed as a percentage of the glucose produced by WT hepatocytes incubated in the absence of gluconeogenic substrates. Data are means ± SD of six biologically independent cell culture. *P* values were determined by unpaired two-tailed *t*-test. **p ≤ 0.01; ***p ≤ 0.001. **c** [^14^C]-glucose and [^14^C]-glycogen synthesis from [^14^C]-alanine in cultured liver explants from fasted mutant (KO, *n* = 3) and fasted control (WT, *n* = 3) mice. Data are means ± SD. *P* values were determined by unpaired two-tailed *t*-test. **p ≤ 0.01. For all the experiments described in this figure, animals were analyzed 15 days after the injection of tamoxifen. Source data are provided as a Source data file.

The results obtained for primary cultures of hepatocytes from Lkb1KO^livad^ mice provided further evidence of the greater ability of *Lkb1*-deficient hepatocytes than of wild-type hepatocytes to produce glucose from amino acids. Hepatocytes from mutant mice produced larger amounts of glucose following the addition of pyruvate and lactate to the culture medium, consistent with the known role of Lkb1 as a suppressor of hepatic gluconeogenesis. However, glucose production levels were also higher in *Lkb1*-deficient hepatocytes following the addition of the three gluconeogenic amino acids tested: alanine, glutamine, and serine (Fig. 4b).

Consistent with these findings, measurements of metabolic fluxes in liver explants from fasted Lkb1KO^livad^ mice and controls incubated with [^14^C]alanine showed that the hepatocytes of mutant mice performed both de novo glucose synthesis and glycogen synthesis from alanine more efficiently than those of wild-type mice (Fig. 4c).

This greater utilization of amino acids for de novo glucose synthesis in Lkb1KO^livad^ mice was associated with a lower plasma concentration of most amino acids and, for some, a lower hepatic content compared to controls (Fig. 5a, b). Surprisingly, alanine content was maintained in both the serum and liver, possibly due to the massive release of alanine by the muscles during fasting, at much higher levels than for any of the other amino acids^16,17^. Given the role of the muscle as the most important source of amino acids for gluconeogenesis during fasting and the lower lean mass of mutant mice observed on MRI, we also determined the amino acid content of the tibialis: in mutant mice, this muscle had an amino acid profile with deficits very similar to those observed in the liver (Fig. 5c). This lower muscle amino acid content is probably a direct consequence of the lower plasma amino acid concentration in these mice, as this concentration is known to affect protein turnover in muscle^18,19^. Hepatic and plasma urea and ammonia levels were similar in Lkb1KO^livad^ mice and controls, suggesting that the capacity of mutant animals to clear the nitrogen released by amino acid catabolism was preserved (Fig. 5d).

**Fig. 5:**
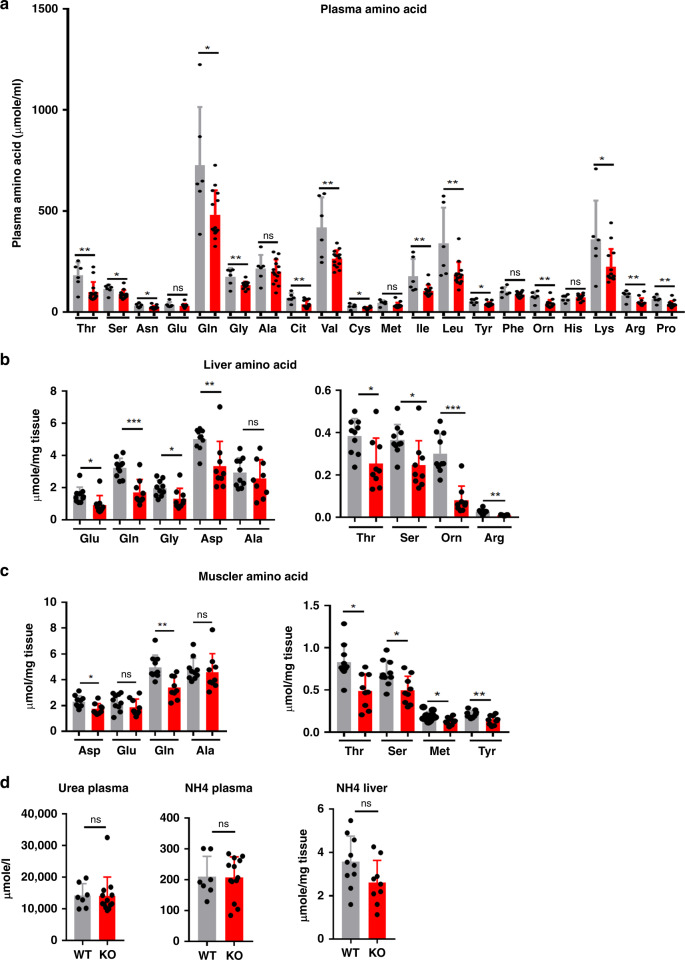
Plasma, liver, and muscle amino acid content of Lkb1KO^livad^ mice. **a** Plasma amino acid concentration in fasted mutant (KO: *n* = 13, red bar) and fasted control (WT: *n* = 7, gray bar) mice. **b** Hepatic amino acid content of fasted mutant mice (KO: *n* = 10, red bar) and fasted control mice (WT: *n* = 9, gray bar). **c** Muscle (tibialis) amino acid content of fasted mutant mice (KO: *n* = 10, red bar) and fasted control mice (WT: *n* = 9, gray bar). **d** Ammonia and urea level in the plasma and ammonia level in the liver of Lkb1KO^livad^(KO, *n* = 13, red bar) and controls (WT, *n* = 7, gray bar). All data are presented as mean values ± SD. *P* values were determined by unpaired two-tailed *t*-test. ns: not significant; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.01. For all the experiments described in this figure, animals were analyzed 15 days after the injection of tamoxifen.

Collectively, our data demonstrate an enhancement of the ability of the liver of *Lkb1*-deficient mice to synthesize glucose from amino acids during fasting, but also during feeding, with the storage of this glucose in the form of glycogen. Our data also provide strong evidence that the control, by Lkb1, of the use of amino acids for gluconeogenesis in the liver controls the partitioning of amino acids between the liver and muscle. Hepatic Lkb1 thus appears to be a major player in the regulation of whole-body amino acid metabolism through its control of the use of amino acids in hepatic gluconeogenesis.

### Aminotransferases including Agxt are effectors of gluconeogenesis mediated by *Lkb1*

Aminotransferases are frequently involved in the first step of amino acid metabolism for glucose production. The aspartate aminotransferase Got1 was one of the top-ranking upregulated DE proteins for all the nutritional states tested, and Gpt2 was also upregulated in the liver of refed mutant mice (Fig. 3f and Supplementary Data 1, Supplementary Data 2), identifying aminotransferases as potential critical effectors of the function of Lkb1 as a suppressor of amino acid-driven gluconeogenesis. We thus assessed the effect of amino-oxyacetic acid (AOA), a pan-aminotransferase inhibitor^20^ on glucose homeostasis, in mutant and control animals in vivo. AOA treatment rescued the fasting hyperglycemia phenotype of mutant mice (Fig. 6a). Consistent with these data, AOA treatment led to a significantly lower peak blood glucose concentration in ATTs, and a faster return to basal levels than in untreated mutant mice (Fig. 6b).

**Fig. 6:**
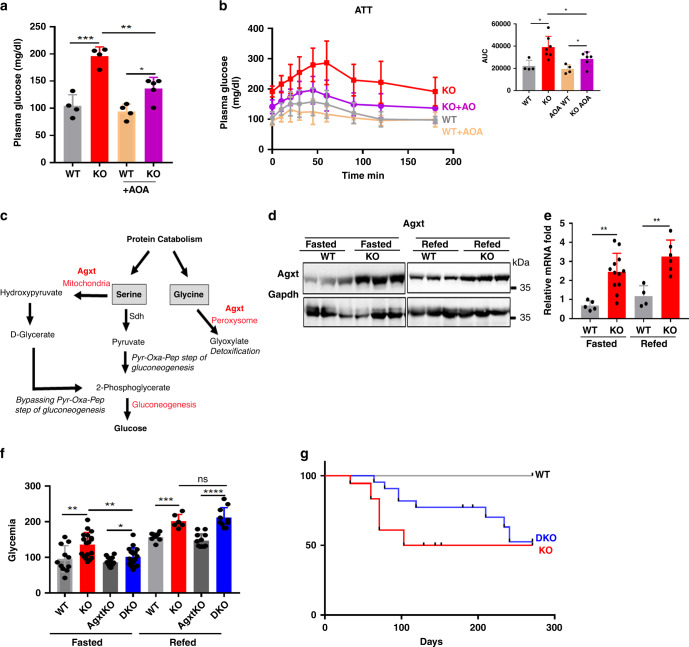
Aminotransferases including Agxt are crucial effectors of the suppressor function of Lkb1 in amino acid-driven gluconeogenesis. **a**, **b** Pharmacological inhibition of aminotransferase, in vivo, by AOA. Lkb1KO^livad^ (KO) and WT mice were left untreated (−) or were treated with AOA (10 mg/kg) 2 h before the determination of fasting blood glucose levels (**a**) or the alanine tolerance test (**b**). The area under the curve (AUC) of glucose level in the ATT is shown. AOA-treated animals, KO: *n* = 5, WT: *n* = 6. Animals not treated with AOA, KO: *n* = 5, WT: *n* = 4. Mice were fasted for 22 h before treatment with AOA or were left untreated for the same time period. **c** Scheme of the dual function of Agxt. **d**, **e** Agxt protein and mRNA levels in Lkb1KO^livad^ (KO) mice. **d** immunoblot of Agxt in fasted and refed mutant (KO, *n* = 3) and control (WT, *n* = 3) mice. Representative blot of two independent experiments. **e** *Agxt* gene expression levels, as assessed by RT-qPCR in fasted (KO: *n* = 10, WT: *n* = 6) and refed (KO: *n* = 7, WT: *n* = 5) mice. **f**, **g** Phenotypes of mice lacking both *Lkb1* and *Agxt* in the hepatocytes (DKO), as compared with mice with a single deficiency of *Lkb1* in hepatocytes (Lkb1KO^livad^, KO) and controls (WT and AgxtKO). **e** Glycemia in fasting (WT: *n* = 11, KO: *n* = 19, DKO: *n* = 17, AgxtKO: *n* = 18) and refed (WT: *n* = 8, KO: *n* = 6, DKO: *n* = 10, AgxtKO: *n* = 12) mice. **f** Kaplan–Meier survival curves for Lkb1KO^livad^ mice (*n* = 18), mice lacking both *Lkb1* and *Agxt* (DKO *n* = 23) and controls (WT, *n* = 10). All graphical data are means ± SD. *P* values were determined by unpaired two-tailed *t*-test. ns: not significant. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001. Source data are provided as a Source data file.

We also investigated the involvement of alanine glyoxylate aminotransferase (Agxt) in the phenotype of Lkb1KO^livad^ mice. Indeed, *Agxt* was one of the four genes we identified as commonly induced in the liver of mice bearing the specific *Lkb1* deletion, not only in the adult liver (Lkb1KO^livad^), but also in the embryonic liver^21^ (Supplementary Data 3, Supplementary Fig. 4a). 

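Liver RNA from 3 fasted Lkb1KO livad mice (mice B253, B304 and B305) and 3 control mice (B256, B267 and B302) was hybridized to Affymetrix mouse gene arrays, with 1 array per mouse. *Stk11* (probe set 10364683), which encodes the deleted kinase Lkb1, had a log2 signal of 6.47 ± 0.052 (SD, n = 3) in the mutant livers and of 8.11 ± 0.14 (SD, n = 3) in the control livers. This was a log2 fold change of -1.64 (standard error 0.12, adjusted p = 0.00705 from limma), and the 3 mutant mice all lay below the 3 control mice. *Stk11* was the 1 gene of 19938 with an adjusted p under 0.05, and 0 genes were higher. At an unadjusted p under 0.05, 605 genes differed, 303 of them higher, together 3.03% of the genes where chance gives 5%. The methods' t-test, which they state for the paper in general and not for the arrays, gave 277 genes higher and 342 lower at the same unadjusted threshold, and 0 after adjustment. The 3 mutant values lay all above the 3 control values for 689 genes and all below for 738, together 7.16% of the genes where chance gives 10%. The fall of *Stk11* kept its size but lost its call when any 1 mouse other than control B302 was left out (log2 fold change of -1.66 to -1.57, adjusted p = 0.0501 to 0.139) and in the methods' t-test (adjusted p = 0.566). Without control B256, 521 genes were higher at the unadjusted threshold, and without mutant mouse B304, 199 were higher and 189 lower. The mouse numbers form a series in the two-hundreds and a series in the three-hundreds that each hold both groups. B253 is the only mutant mouse of the first series and B302 the only control of the second. *Stk11* had a log2 fold change of -1.66 within the first series, of -1.51 within the second and of -1.59 with the series as a block, with which 589 genes were higher and 412 lower at the unadjusted threshold. According to the sample labels, the RNA was amplified and labelled with biotin using NuGEN kits, and the values were made with RMA and Partek. The methods name an Affymetrix terminal labelling kit, Expression Console and BRB-ArrayTools instead, and versions are not given in the sources used here. The probe annotation used here is for an earlier generation of the array than the one the methods name. All 122 probe sets of Supplementary Data 3 are among the deposited values. For *Stk11* and *Agxt* the annotation gives the same probe sets as that table, so it matches the deposited identifiers for both. All 6 mice are female in the labels, whereas the paper states that most of its studies used males. *Xist*, the RNA of the inactive X chromosome, had log2 signals of 10.3 to 10.6, and the Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d* had signals of 2.59 to 3.36. The nutritional state is not in the labels. The paper states that these livers came from fasted mice and gives, for most of its animals, 18 h of fasting and a study 15 days after 2 injections of 1.5 mg of tamoxifen per mouse. The array medians lay between 5.03 and 5.08 on the log2 scale, and the deposited values were tested without further normalization or an intensity filter. Where a gene had several probe sets, the brightest was used. The number of arrays limits the precision. In data simulated for this comparison, 79.6% of changes of 2-fold and 6.8% of changes of 1.41-fold were called. The same simulated data also held changes of up to 4-fold, and many true changes make the adjusted threshold easier to pass. These shares may therefore overstate what the arrays can call. On the arrays *Esr1*, with a log2 fold change of 0.96, had adjusted p = 0.332 from limma.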

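*Agxt* (probe set 10348702) encodes the enzyme that transfers the amino group of alanine to glyoxylate. Its log2 signal was 9.09 ± 0.35 (SD, n = 3) in the Lkb1KO livad livers and 8.43 ± 0.023 (SD, n = 3) in the controls. The signal was therefore 1.59 times the control level (log2 fold change of 0.67, standard error 0.17, 95% confidence interval 0.27 to 1.06). The mutant mice had signals of 9.37 (mouse B253), 9.22 (B305) and 8.69 (B304), all above the 3 control mice, which lay between 8.41 and 8.45. The two-sided exact permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow. *Agxt* did not pass the test over all genes (adjusted p = 0.9997 from limma), nor when adjusted over the list alone of the 20 measured genes named for Fig. 3f (adjusted p = 0.085 from limma). The log2 fold change was 0.93 among the mice numbered in the two-hundreds, 0.54 among those in the three-hundreds and 0.74 with the series as a block. With that block, and without mutant mouse B304, *Agxt* passed when adjusted over the list alone.

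**Figure D1:**
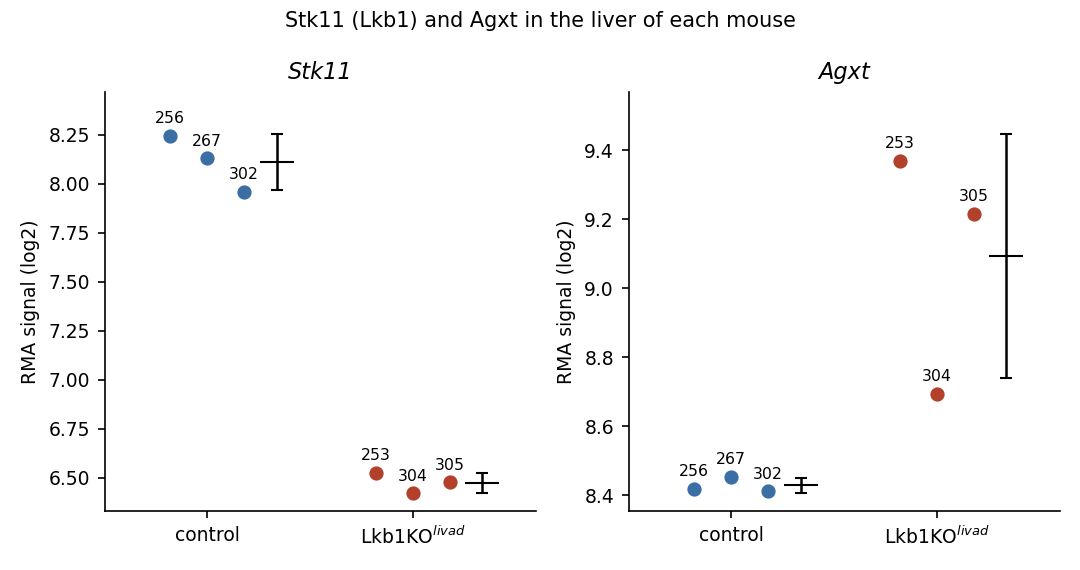
RMA signal (log2) of *Stk11* and *Agxt* in the liver of each mouse, labelled by mouse number, with the mean and SD of each group in black. The 3 Lkb1KO livad mice lie between 6.42 and 6.52 for *Stk11*, below the controls, and between 8.69 and 9.37 for *Agxt*, above the controls.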

Agxt is also known to be involved in the synthesis of glucose from serine, in addition to its role in glyoxylate detoxification^22^, as schematized on Fig.6c.

Western blotting and RT-qPCR analyses confirmed that Agxt was induced in the liver of mutant mice, in both the fasted and refed states, at both the protein and mRNA levels (Fig. 6d, e).

We investigated Agxt function, by studying *Lkb1-* and *Agxt*-deficient DKO mice obtained by crossing AgxtKO mice bearing a complete inactivation of *Agxt*^23^ with Lkb1KO^livad^ mice (Supplementary Fig. 4b). DKO mice had a better fasting hyperglycemia phenotype than Lkb1KO^livad^ mice, but no improvement in postprandial hyperglycemia was observed highlighting that the function of Lkb1 may differ between the fasted and refed state (Fig. 6f). Metabolic analyses of the DKO mice revealed no major changes compared to the Lkb1KO^livad^ mice, specifically for the glycogen content, indicating that the sole *Agxt* deletion is not sufficient to rescue the glycogen phenotype of Lkb1KO^livad^ mice (Supplementary Fig. 4c–e, g–i). Follow-up of the mice for a longer period revealed much higher survival rates for DKO mice than for Lkb1KO^livad^ mice, with the lethal cachexic phenotype developing significantly later in DKO mice (Fig. 6f).

Thus, both the pharmacological inhibition of aminotransferases and genetic *Agxt* inactivation partly rescued the fasting hyperglycemia phenotype of Lkb1KO^livad^ mice. The deletion of *Agxt* also delayed the premature death of Lkb1KO^livad^ mice. Overall, these results indicate that aminotransferases including Agxt are key effectors of the suppressor function of Lkb1 in amino acid-driven gluconeogenesis.

### *Lkb1* controls amino acid-driven gluconeogenesis via phosphorylation of RNA binding proteins

We searched how Lkb1 may repress the hepatic amino acid-driven gluconeogenesis. We first looked at the possible involvement of Ampk. Using hepatocyte-specific *Ampkα1/α2* null mice^24^, we showed that Ampk did not control the expression of several enzymes of the amino acid metabolism such as Agxt, Got1 and Oat, strongly suggesting that Lkb1 controlled the hepatic amino acid-driven gluconeogenesis independently of Ampk (Fig.7a). To elucidate the mechanism by which Lkb1 suppress hepatic gluconeogenesis from amino acids, we used a quantitative phosphoproteomic approach to characterize the phosphoproteome of the liver of mutant Lkb1KO^livad^ in both the fasted and refed state. Our comprehensive analysis identified 7851 phosphopeptides from 1952 phosphoproteins (4383 phosphopeptides for 1387 proteins in fasted liver and 4690 phosphopeptides for 1414 proteins in refed liver). Differential expression analysis using Perseus software identified significant changes (*t*-test, *p* value <0.01) of differentially expressed (DE) phosphoproteins in the fasted and refed state. We also retained all the phosphopeptides that were not quantified (designated NaN in Supplementary Data 4) in any of the KO samples whereas quantified in the WT samples, and vice versa (WT versus KO). They likely represent phosphopeptides that were dramatically controlled by Lkb1 (Supplementary Data 4). Altogether we found 739 DE phosphosites (639 downregulated, 100 upregulated) in the fasted state and 477 DE phosphosites (59 downregulated, 418 upregulated) in the refed state. Among the common molecules 78.5% have an opposite regulation. On a protein scale, this phosphosites matched with 415 DE proteins for the fasted state, 308 for the refed state with 121 common proteins. (Supplementary Data 4). As expected, in fasted mutants, we observed that most of the DE proteins had reduced phosphorylation, Lkb1 being a kinase. However, in the refed mutants, most of the DE proteins were hyperphosphorylated, highlighting that Lkb1 acts differently between the fasted and refed states (Supplementary Data 4). Importantly, less than 5% of the significantly regulated phosphopeptides were located on proteins whose expression levels were observed to change confirming that the majority of the observed changes in the phosphoproteome are not driven by changes in protein expression (Supplementary Fig. 5a). IPA analysis revealed an enrichment for proteins involved in the regulation of RNA post-transcriptional modification and protein synthesis (Fig. 7b), indicating that Lkb1 could control amino acid catabolism at a post-transcriptional level. 

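On the arrays of the 3 fasted Lkb1KO livad and 3 control livers, 20 of the 26 genes that the text names for the increased proteins of Fig. 3f were measured. The log2 fold change was above 0 for all 20, but no gene passed the test on its own. At an adjusted p under 0.05 from limma, 0 of the 20 were higher over all genes and 0 when adjusted over the list alone, with 2 (*Agxt* and *Cth*) at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. *Cth*, which forms cysteine from cystathionine, had a log2 fold change of 0.44 (standard error 0.15) and was higher in all 3 mutant mice than in all 3 controls. *Cbs*, the enzyme of the preceding step, had a log2 fold change of 0.51 (standard error 0.23), and *Kynu*, an enzyme of tryptophan breakdown, one of 0.25 (standard error 0.12). Of the 20 genes, *Agxt*, *Cth* and *Kynu* had all 3 mutant values above all 3 control values and 0 genes had them all below, where chance gives 10% for both together. The smallest value was that of *Slc38a4*, an amino acid transporter, at 0.04 (standard error 0.11). Taken as a list, the 20 genes were higher than the other genes, with a median log2 fold change of 0.20 (adjusted p = 4.33e-07 from camera with a preset correlation). This call was lost with adjusted p = 0.60 with an estimated correlation, and fry, which compares the list with no other genes, gave adjusted p = 0.723. The 10 measured genes of amino acid catabolism had a median of 0.20 (adjusted p = 1.51e-04, 0 adjusted over the list alone) and the 3 aminotransferases *Got1*, *Agxt* and *Gpt2* one of 0.37 (adjusted p = 0.00255, *Agxt* alone passing when adjusted over the list alone). The 5 genes of amino acid uptake had a median of 0.20 (adjusted p = 0.0388) and the urea cycle genes *Oat* and *Asl*, which did not pass as a list, one of 0.19 (adjusted p = 0.183), with 0 genes in either when adjusted over the list alone. Each of these 4 lists had adjusted p = 0.60 with an estimated correlation. The mean over the 20 genes, relative to the control mean, was 0.39, 0.18 and 0.18 in mutant mice B253, B304 and B305 and 0.25, -0.18 and -0.07 in controls B256, B267 and B302 (two-sided exact permutation test, p = 0.3). The marker genes of hepatocytes, 16 measured, had a median of 0.03 and did not pass (adjusted p = 0.376), but passed as higher with the mouse number series as a block (0.11, and adjusted p = 0.584 with an estimated correlation) and without control B256 (0.14), and lay at -0.044 without control B302. The markers of stellate cells were lower, with a median of -0.22 (adjusted p = 1.21e-04, and adjusted p = 0.60 with an estimated correlation), as were those of sinusoidal endothelial cells at -0.17 (adjusted p = 0.00255, and adjusted p = 0.60 with an estimated correlation). Without control B256 the medians were 0.36 for the 20 genes, 0.31 for catabolism, 0.63 for the aminotransferases and 0.38 for uptake, against 0.11, 0.12, 0.15 and 0.10 without control B267. The uptake call was lost without control B267, control B302 (median 0.19) or mutant mouse B253 (0.06). It was also lost without the dim genes, with array weights, in the methods' t-test and, in a fit chosen after seeing the data, without both B253 and B256. Uptake was at 0.35 without mutant mouse B305, and without mutant mouse B304 the count adjusted over the list alone of the 20 genes was 1 (*Agxt*). That count was 2 (*Agxt* and *Cbs*) with the mouse number series as a block and with mice B253 and B256 as a block, the latter chosen after seeing the data, and the urea cycle list passed without control B256 (0.33). The stellate median was -0.12 without control B256, -0.11 without mutant mouse B304 and -0.11 with the series as a block. The endothelial median was -0.27 without control B302. The endothelial call was lost without control B256 (-0.01) and with the series as a block (-0.07). It was also lost in the methods' t-test and, in a fit chosen after seeing the data, without both B253 and B256. The median of the 20 genes was 0.27 within each mouse number series and 0.28 with the series as a block, but 0.05 in mutant mouse B253 minus control B256 against 0.28 in the other 4 mice, and that of the aminotransferases -0.10 against 0.52. B253 is the only mutant mouse of the two-hundreds and B302 the only control of the three-hundreds, so each value within a series rests on that mouse. The other 6 of the 26 genes had no probe set with a single gene name in the annotation used here.

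**Figure D2:**
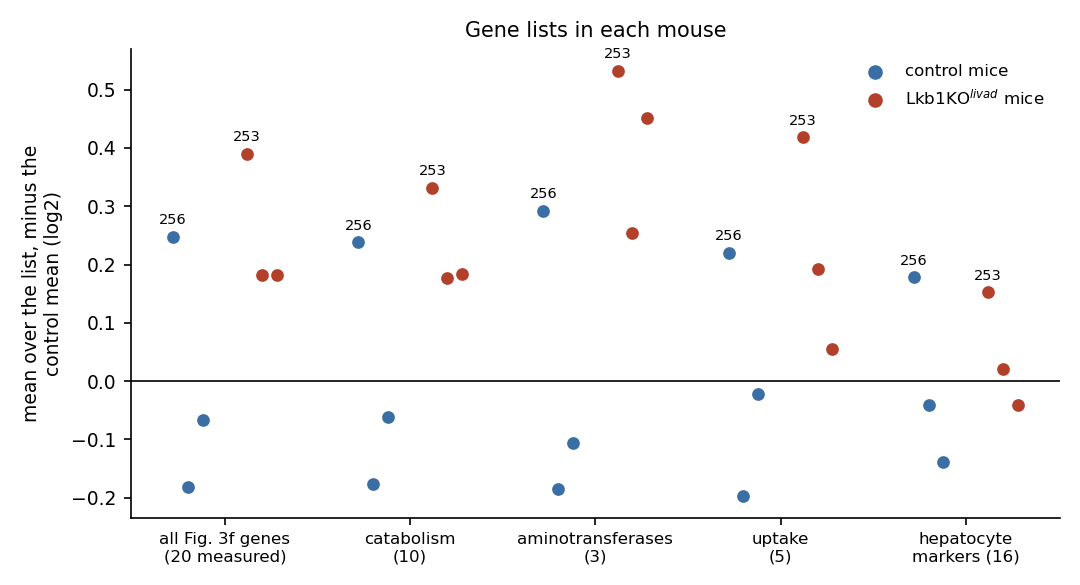
Mean log2 signal over each gene list in each mouse, minus the mean of the control mice, for the genes named for Fig. 3f, 3 of their groups and the hepatocyte markers, with the number of measured genes in brackets and 1 point per mouse. For the 20 genes, the 3 Lkb1KO livad mice lie between 0.18 and 0.39, and control B256 lies at 0.25, apart from the other controls.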

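For 11 of the 20 measured genes named for Fig. 3f, the paper's Supplementary Data 1 gives a protein ratio of fasted Lkb1KO livad over control livers. The paper's median protein ratio for the 11 was 1.77, and the median mRNA fold on the arrays was 1.23. *Oat*, ornithine aminotransferase, had an mRNA fold of 1.17 (log2 standard error 0.17) beside the paper's protein ratio of 5.03. The fold was 1.23 beside the paper's protein ratio of 2.78 for *Slc7a2*, a transporter of cationic amino acids, and 1.30 beside 2.63 for *Got1*, the cytosolic aspartate aminotransferase. *Slc38a3*, a glutamine transporter, had an mRNA fold of 1.11 beside the paper's protein ratio of 2.34. *Slc25a15*, the mitochondrial ornithine carrier, had an mRNA fold of 1.35 beside the paper's protein ratio of 1.33. The upper limit of the 95% interval of the mRNA fold lay between 1.22 and 2.09 over the 20 genes, with a median of 1.49. The genes of Fig. 3f were drawn for their higher proteins, which favours protein ratios above the mRNA folds, and the paper's ratios enter here without an error, so the difference between mRNA and protein was not tested. Of the 63 proteins that Supplementary Data 1 gives as higher in the fasted mutant livers, 51 had an mRNA measured, with a median log2 fold change of 0.15 (adjusted p = 1.27e-04 from camera, and adjusted p = 0.60 with an estimated correlation). For 110 of the 114 proteins given as lower the median was 0.03, which did not pass (adjusted p = 0.292) but passed as higher with the mouse number series as a block (0.082, and adjusted p = 0.361 with an estimated correlation) and without control B267 (0.083), and lay at -0.029 without control B302. In both lists 0 genes passed when adjusted over the list alone. Across the 161 genes with both values, the log2 changes of mRNA and protein had a Pearson r of 0.203 (permutation test, p = 0.01, adjusted p = 0.01) and a Spearman rho of 0.258 (p = 0.00102, adjusted p = 0.00102). Genes are not independent replicates. The paper states more biological replicates for its proteomes than the arrays hold per group, so the mice are not all the same. Whether some were shared is not given in the sources used here. The array mice are female and most of the paper's studies used males, so mRNA and protein may also differ in sex. Without control B267 the correlation was -0.104, without mutant mouse B305 it was 0.138, and with the mouse number series as a block 0.128. The list of higher proteins no longer passed without mutant mouse B253 (median 0.09). The paper sets the arrays beside the phosphoproteins of RNA modification and protein synthesis (Fig. 7b) and, from mRNAs of amino acid metabolism that it did not find increased apart from *Agxt*, proposes that Lkb1 acts on these proteins at the level of translation.

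**Figure D3:**
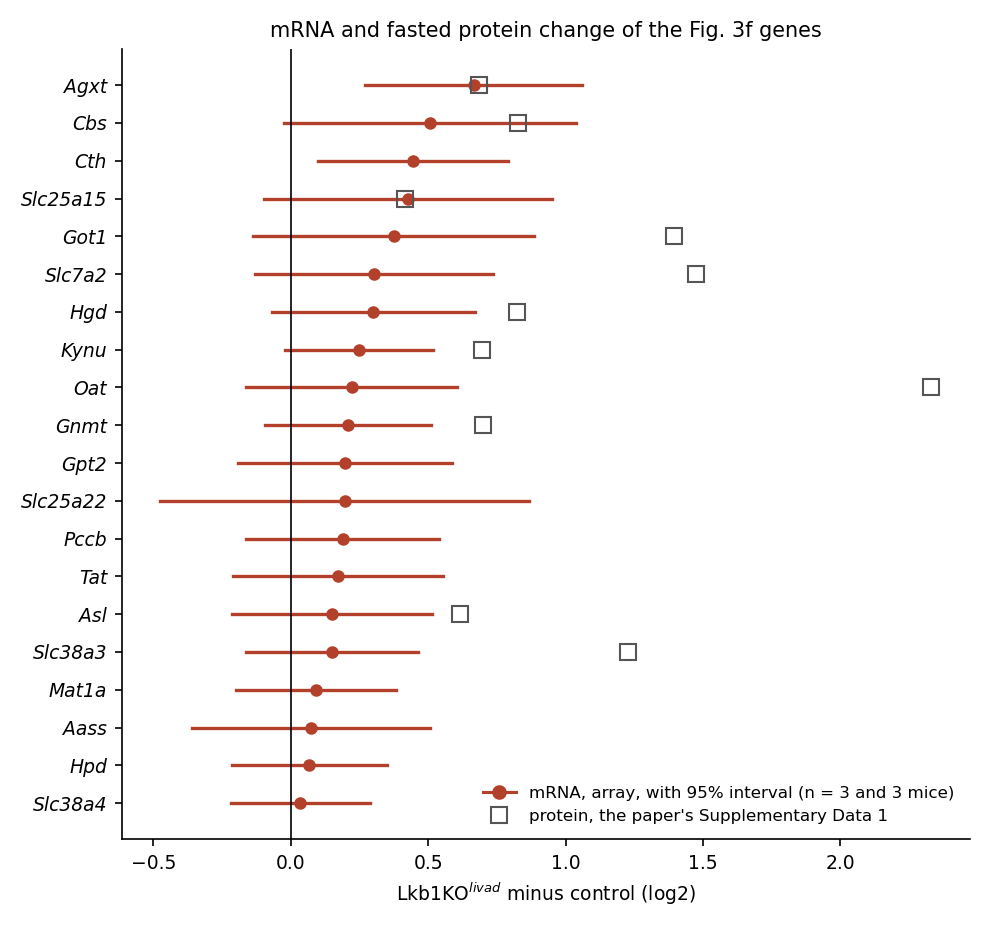
Log2 fold change of the mRNA of the 20 measured genes named for Fig. 3f (circles, with 95% interval, 3 Lkb1KO livad against 3 control mice), and log2 of the paper's fasted protein ratio where Supplementary Data 1 gives one (squares). All 20 circles lie above 0, with upper limits of the fold of 1.22 to 2.09 and a median fold of 1.23 for the 11 genes that also have a square.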

Consistent with this result, we did not find any increase in the expression of genes encoding proteins involved in hepatic amino acid metabolism in a microarray analysis on the livers of fasted LKBKO^livad^ mice, except for *Agxt* (Supplementary Data 3), indeed suggesting a control of protein expression at the translational level. Because the control of mRNA translation relies around messenger ribonucleoprotein (mRNP) complexes, we focused on the RNA binding proteins (RBP) that are key actors of the mRNP complexes^25^. Since mRNP are highly dynamic and phosphorylation is a key regulatory mechanisms for mRNP remodeling^26,27^, the identification of the phophosites of the RBP that are controlled by Lkb1 appears to be an interesting clue to understand how Lkb1 control the hepatic amino acid catabolism at the translational level. We compared the DE phosphoproteins identified in the fasted and refed state to the canonical RBP repertoire, published by Beckmann et al^28^ and found a strong enrichment in RBP in both the fasted and refed state (Fig. 7c). 22 RBP were common to the fasted and refed state although with different phosphosites and opposite regulation for 82% of them (Supplementary Data 4). Heatmap of the significant differentially phosphorylated RBP confirmed that most of the phospho-RBP controlled by Lkb1 were downregulated in the fasted liver while they were upregulated in the refed liver and involved different phosphopeptides for each common phosphoproteins (Fig. 7d, Supplementary Fig. 5b). Interestingly, we found in the phosphoprotein network of Lkb1 many regulators of translation including eukaryotic initiation and elongation factors (Eif3b, Eif3g1, Eif4b, Eif4g1, Eif4g2, Eif5b, Eef1d) as well as factors such as Larp1, Larp4, Lsm14, Npm1, Nolc1, Pum1, Ybx1 (Fig. 7d and Supplementary Data 4). As a further step towards identifying a regulatory link between Lkb1-dependent amino acid catabolism and RBP biology, we constructed a network map integrating the interactions between: (1) Lkb1, (2) the differentially phosphorylated RBP and (3) the differentially phosphorylated kinases and phosphatases, (4) the proteins of amino acid catabolism and involved in gluconeogenesis that are controlled at the translational level. This approach identified three main clusters of interactions, i.e Lkb1 with the phosphorylated kinases/phosphatases, the phosphorylated RBP and the Lkb1 metabolic targets (Supplementary Fig. 5c). This analysis revealed distinct mechanisms by which Lkb1 controls expression of its metabolic targets in the fasted and refed state. While direct interactions between Lkb1 and phosphorylated RBP, such as Hsp90aa1 as well as indirect paths involving kinases could be observed in the fasted state, only indirect paths could be observed in the refed state between Lkb1 and the phosphorylated RBP (Supplementary Fig. 5c).

**Fig. 7:**
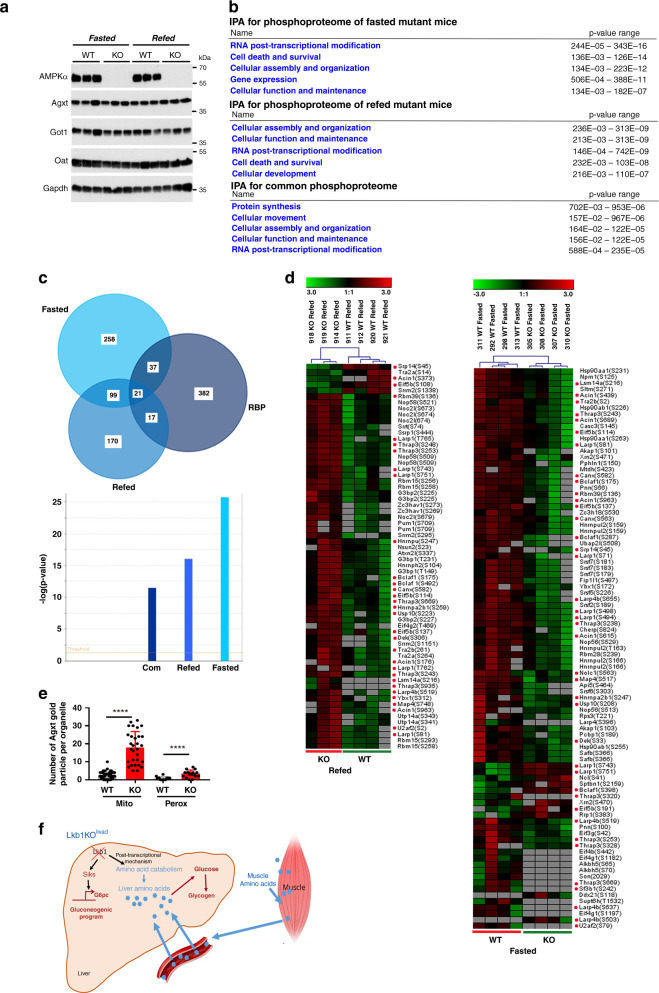
*Lkb1* controls the hepatic amino acid-driven gluconeogenesis independently of Ampk and likely via the phosphorylation of RNA binding proteins. **a** Immunoblot of liver of mutant Ampk mice. Liver of double knockout of *Ampkα1* and *Ampkα2* catalytic subunits (KO, *n* = 3) and controls (WT, *n* = 3) were analyzed by western blot analysis for expression of Ampk, Agxt, Got1, and Gapdh. Representative blot of two independent experiments. **b** IPA analysis of the significantly deregulated phosphoproteins both in the fasted and refed state. A comprehensive phosphoproteomic analysis of the liver of Lkb1KO^livad^mutant and control was performed and the significant differentially expressed phosphoproteins were analyzed for enrichment in GO terms. **c** Venn diagram comparing the canonical RBP repertoire common to HuH7, HEK293, and Hela cells^28^ with the significantly DE phosphoproteins of liver of both fasted and refed mutant mice. Enrichment for RBP was done using IPA. **d** Heatmap of the significantly deregulated phospho-RBP in livers of Lkb1KO^livad^ and control animals. The phospho-RBP that were shared between the fasted and refed state were highlighted with a red point. Note that most of the phophosites differed and had opposite phosphorylation status between the two nutritional states for most of the phosphoproteins. Heatmap was done using the Genesis software. **e** Subcellular distribution of Agxt in liver of mutant Lkb1KO^livad^ and control mice. Subcellular distribution of immunoreactive Agxt was determined by post-embedding protein A gold immuno-electron microscopy. Labeling intensity was obtained by counting the number of gold particles in each organelles. A total of at least 50 fields were analyzed for both the mutant and control liver. Data are represented as means ± SD of two mice per group. *P* values were determined by unpaired two-tailed *t*-test. *p* ≤ 0.0001. **f** General scheme summarizing how Lkb1 controls liver gluconeogenesis and more specifically the amino acid driven gluconeogenesis. Source data are provided as a Source data file.

Agxt performs different functions of glyoxylate detoxification and neoglucogenesis depending on its location in peroxisomes and mitochondria. In the mitochondria, it is mainly involved in neoglucogenesis^29^. The variable localisation of Agxt depends of alternative transcription or alternative initiation sites that allows expression of N-terminal mitochondrial and C-terminal peroxisomal targeting sequences^29^. Interestingly, in rats, when fed on high protein diets or given gluconeogenic stimuli, such as glucagon, there is a large increase in the synthesis of mitochondrial, but not peroxisomal Agxt^30^. We thus performed colloidal gold immuno-electron microscopy to study the cellular distribution of Agxt in the liver of mutant Lkb1KO^livad^ and controls. Expression of Agxt was dramatically increased in both mitochondria and peroxisomes of mutant animals compared to controls (Fig. 7e and Supplementary Fig. 5d) indicating that Lkb1 did not control the specific loaclization of Agxt but rather its whole protein expression level.

Overall, our data showed that Lkb1 controlled amino acid-dependent gluconeogenesis independently of Ampk but via a phosphoprotein network of RBPs and highlighted the involvement of different mechanisms during the fasting or the postprandial state.

## Discussion

Hepatic Lkb1 was already known to be a key gluconeogenic suppressor acting by downregulation of the gluconeogenic gene program^7,8,10^. Here, we demonstrate that Lkb1 acts as a suppressor of amino acid driven gluconeogenesis in the liver, in both the fasting and postprandial states. Mice with a hepatocyte-specific deletion of *Lkb1* had higher levels of hepatic amino acid catabolism, to provide the carbon skeleton for glucose synthesis. The deregulation of hepatic amino acid extraction for gluconeogenesis was associated with a lower plasma amino acid concentration, with effects on skeletal muscles, which serve as the principal source of amino acids for gluconeogenesis in the fasting state. These findings are consistent with the lower lean body mass of the mutant animals, a phenomenon that was so intense that it led to sarcopenia, cachexia, and death in the long term. Inactivation of hepatic targets of Lkb1—aminotransferases and Agxt—partly rescued the fasting hyperglycemia phenotype, identifying these targets as effectors of the suppressor function of Lkb1 in amino acid-driven gluconeogenesis. Finally, we showed that Lkb1 controls the hepatic amino acid-driven gluconeogenesis independently of Ampk and suggested that Lkb1 regulates amino acid catabolism at the translation level through the phosphorylation of RNA binding proteins. A scheme of the mechanisms by which Lkb1 controls amino acid-driven gluconeogenesis and the glycogen content in the liver is shown in Fig. 7f.

The liver is a major site of amino acid disposal. It is the only organ with the enzymatic equipment required for the metabolism of all amino acids and with a complete urea cycle for efficient handling of the potentially toxic ammonia generated by amino acid breakdown. The regulation of amino acid metabolism in the liver is crucial, because the high plasma amino acid concentration occurring the postprandial period may be toxic and the body has no storage mechanism for amino acids like those for fatty acids, as triglycerides, or for glucose, as glycogen. Excess amino acids are converted into glucose in the liver, and gluconeogenesis from amino acids is a normal postprandial process not limited to fasting periods^3,31^.

One unforeseen consequence of unrestrained hepatic gluconeogenesis from amino acids was the impact on muscle physiology observed in mice with a hepatocyte-specific *Lkb1* deficiency. Our data indicated that the decrease in lean body mass was neither associated with activation of catabolic pathways nor changes in insulin signaling in skeletal muscle. This led us to hypothesize that the decrease in lean body mass observed in the mutant animals is an indirect consequence of the higher levels of amino acid extraction for glucose synthesis in these animals, leading to a decrease in plasma amino acid concentration. Indeed, plasma amino acid availability has been shown to make a major contribution to muscle protein turnover. High amino acid availability, as observed in the postprandial state, favors muscle anabolism by activating protein synthesis through control over the translation initiation step of protein synthesis^32^, whereas low amino acid availability leads to an inhibition of muscle protein synthesis, resulting in a net release of amino acids from the muscle^33^. Indeed, mice with a knockout of the *Klf15* transcription factor, an important regulator of branched-chain amino acid catabolism^34^, have low levels of hepatic amino acid catabolism associated with high hepatic and plasma amino acid concentrations, resulting in a significantly higher lean mass than observed in control animals^35^. This mutant is, thus, the mirror image of Lkb1KO^livad^ mice. Similarly, glucagon is known to stimulate hepatic amino acid catabolism for gluconeogenesis^36^; in all models of glucagon deficiency, the phenotype of the mutant mice mirrors that of Lkb1KO^livad^, with the operation of a similar amino acid catabolism program and increases in the levels of most amino acids in the plasma, and many amino acids in the liver^37–39^. However, the impact on muscle is less striking in these mutants, which display only a slight increase in lean mass^40^. However, we cannot exclude the possibility that mechanisms other than amino acid availability per se are involved in these modifications to relationships between the liver and muscle observed in Lkb1KO^livad^ mice; indeed, hepatic Lkb1 may control the synthesis of hepatokines acting on peripheral tissues.

The accumulation of glycogen in fasted Lkb1KO^livad^ mice was surprising and revealed a defect in glycogen use during fasting in these mice. Fasted mutant mice displayed much lower levels of phosphorylation of the glycogen phosphorylase (Pygl), indicative of lower levels of glycogen degradation. The reason for this inactivity of Pygl remains unknown, but hyperglycemia has been shown to be a strong suppressor of glycogenolysis^41^. Of note, we observed an increase in the glycogen synthase (Gys2) content both in the fasted and fed state in the liver of mutant animals (Fig. 1f and Supplementary Data 1, Supplementary Data 2). Our data indicate that the activity of Gys2 may not be controlled by a phosphorylation event, but only by an increase in Gys2 total protein level. In the fasted state, Gys2 was not identified as differentially phosphorylated between mutant and control in our quantitative phosphorproteomic analysis. In the refed state, we found an increase in Gys2 phosphorylation at the Ser11 site in mutant liver, but this phosphosite is described as inhibitory for Gys2 activity (Supplementary Table 4). Flux analyses with ^14^C-labeled alanine demonstrated higher levels of glycogen synthesis in fasted *Lkb1*-deficient hepatocytes, revealing the ability of these cells to synthesize glycogen from alanine via the indirect pathway^2^. Thus, both a decrease in glycogenolysis and an increase in glycogen synthesis explain the persistence of glycogen during fasting in these mutants. The enhanced rerouting of amino acids to liver glycogen observed in mutant animals probably explains the moderate increase in hyperglycemia observed in these animals despite unrestricted amino acid-driven gluconeogenesis.

Our data showed that Lkb1 controls hepatic amino acid-driven gluconeogenesis both in the fasted and refed state. These results highlighted a critical role of Lkb1 in the control of postprandial gluconeogenesis. Although postprandial gluconeogenesis is critical for the body to cope with excess of dietary amino acids, this aspect and the contribution of Lkb1 in its control have been poorly studied. We have shown that it is independent of the Ampk signaling. The in silico analysis of our phosphoproteomics data sets identified a Lkb1-dependent network of phosphorylated RBP that supports the control of the amino acid catabolism at the translation level. Interestingly, the mechanism by which Lkb1 controls liver gluconeogenesis from amino acids during the fasting state differ from that used during postprandial gluconeogenesis. Even if similar phosphoproteins are used in the two nutritional states, the phosphorylation sites and the regulation were clearly distinct.

We identified aminotransferases as effectors of the function of Lkb1 in the control of amino acid-driven gluconeogenesis. The fasting hyperglycemia phenotype of the mutant mice was partially rescued by treatment with a pan inhibitor of aminotransferases, AOA, consistent with the critical role of aminotransferases, which are frequently involved in the first step of amino acid catabolism. Consistent with our data, a recent study showed that inhibition of the hepatic alanine transaminase reduced amino acid gluconeogenesis and was associated with a reduced postprandial blood glucose and the rescue of the hyperglycemia phenotype of different models of diabetes^42^. In addition our data highlight a role for Agxt a serine-pyruvate transaminase involved in both gluconeogenesis from serine^22^ and glyoxylate detoxification. *AGXT* mutations cause primary hyperoxaluria^43^, however, no changes of glucose metabolism have been reported in patients with such mutations. In our experiments, *Agxt* deletion partially rescued the fasting hyperglycemia phenotype of Lkb1KO^livad^ mice. We were able to monitor the phenotype of the DKO mice, in which the *Agxt* gene was deleted, over longer time periods. *Agxt* deletion greatly delayed the development of cachexia in Lkb1KO^livad^ mice. This result highlights the crucial role of gluconeogenesis deregulation in the development of the lethal phenotype in mutant mice. Interestingly, recent studies have identified transaminases as effectors of other metabolic functions of Lkb1 involved in the epigenetic reprogramming occurring during malignant transformation^44^, or during the glial fate specification of neural crest cells^45^. Together with our data, these results highlight a key unsuspected role of aminotransferases in Lkb1 function.

Hepatic gluconeogenesis is frequently deregulated in DT2M, so the identification of Lkb1 as a suppressor of hepatic amino acid-driven gluconeogenesis should open up new avenues for the treatment of DT2M.

## Methods

### Ethical compliance statement

All animal procedures were carried out according to French legal regulations (Ministère de la Recherche, de l’Enseignement Supérieur et de l’Innovation) and approved by ethics committee at the University Paris Descartes (Projet APAFIS 8722 and 8612).

### Mice

Mice with an inducible specific deletion of *Lkb1* in hepatocytes (Lkb1KO^livad^ mice) were obtained by crossing *Lkb1*^fl/fl^ mice (FVB/N background)^46^ with TTR-CreTam (FVB/N background) mice expressing an inducible Cre-recombinase under the control of the hepatocyte-specific transthyretin promoter^47^. The control mice for this study were their Cre-negative littermates (*Lkb1*^fl/fl^; Cre^−^). AgxtKO mice (C57Bl6/N background) were a gift from Anja Verhulst (University of Antwerp, Belgium) and Eduardo Salido (Tenerife, Spain)^23^. The DKO mice were obtained by crossing LKBKO^livad^ mice with AgxtKO mice. Liver double knockout of *Ampkα1* and *Ampkα2* catalytic subunits was achieved by crossing *Ampkα1lox/lox* (C57Bl6/N background) mice with *Ampkα2lox/lox* mice (C57Bl6/N background) then *Alfp-Cre* transgenic mice (C57Bl6/N background) to generate *Ampkα1lox/lox,α2lox/lox* (control) and *Ampkα1lox/lox,α2lox/lox-Alfp-Cre* (liver *Ampkα1/α2* KO) mice^24^.

Mice were housed in colony cages in SPF conditions, under a 12-h light/12-h dark cycle, in a controlled-temperature environment (21 °C) with 50% humidity. They were fed *ad libitum* with a standard laboratory chow diet (65% carbohydrate, 11% lipids, and 24% proteins; SAFE 03, FRANCE). In most cases, animals were studied either directly after 18 h of fasting (fasted state) or 4 h after the initiation of refeeding with a chow diet (refed state). For long-term experiments, animals were fed with the standard chow diet.

We injected two doses of tamoxifen (1.5 mg/mouse of tamoxifen Sigma-Aldrich, T5648) in corn oil IP into 8- to 12-week-old mice. Most studies were performed on male mice 15 days after injection. For the survival analysis, both males and females were monitored for up to 300 days. For all experiments, age-matched animals were used as controls. For protein, RNA and biochemistry studies, livers were removed after each experiment and frozen in liquid nitrogen. For information on the number of animals (*n*) in each experiment, please refer to the corresponding figure legend.

For AOA (O-(carboxymethyl)hydroxylamine hemichloride, Sigma-Aldrich C13408-1G) was dissolved in PBS, and injected into the animals via the IP route (10 mg/kg) 2 h before blood glucose determinations or alanine tolerance tests.

### Serum and liver biochemistry

Serum samples were obtained by the immediate centrifugation of blood collected from the orbital sinus into heparin or EDTA. Plasma for biochemical or hormonal analyses was stored at −70 °C until use. Insulin and glucagon were determined with the MO DIABETES INSULIN SET and MO DIABETES GLUCAGON SET (BIO-RAD), respectively, by immunoassay on a Luminex apparatus (Biorad). The kits for determining alanine aminotransferase (ALAT) and triglyceride (TG) levels were purchased from DiaSys. Capillary blood glucose level was determined with an Accu-Check II Glucometer (Roche Diagnostic).

### Glycogen quantification

The liver was homogenized and deproteinized by treatment with 4% (w/v) perchloric acid treatment. Hepatic glycogen content was then assessed as described by Roehrig and Allred^48^. Glycogen was first hydrolyzed with α-amyloglucosidase, and the glucose generated was then converted into 6-phosphogluconolactone by hexokinase treatment followed by glucose-6-phosphate dehydrogenase treatment in the presence of NADP. NADPH production was then assayed by spectrophotometry at 340 nm.

### Glucose, pyruvate, and alanine tolerance tests

The IP glucose tolerance test (GTT) was performed on fasted male mice. Animals received an IP injection of 2 g of glucose/kg body weight (BW). Blood was drawn from the tail vein. Blood glucose levels were determined at various time points after glucose injection with the Accu-Check II Glucometer (Roche Diagnostic). Similar protocols were used for the pyruvate tolerance test (PTT) (injection of 2 g pyruvate/kg BW) and the alanine tolerance test (ATT) (injection of 2 g alanine/kg BW). The fasting period was 18 h for GTT and PTT, but 24 h for ATT.

### Analyses of energy expenditure and body composition

Mice were analyzed for total energy expenditure (EE), oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_), respiratory exchange rate (RER, VCO_2_/VO_2_), food intake (g), and spontaneous locomotor activity (beam breaks), in indirect calorimetry cages with bedding, food, and water (Labmaster; TSE Systems, Bad Homburg, Germany), as previously described^49^. The mice were individually housed before tamoxifen induction, and had free access to food and water *ad libitum*, with the lights on from 7 a.m. to 7 p.m. and an ambient temperature of 22 °C. All animals were allowed to acclimate for one week in calorimetry cages before experimental measurements.

Body mass composition (lean tissue mass, LBM), fat mass, free water and total water content were analyzed by MRI with the EchoMRI 100 system (Whole Body Composition Analyzers, EchoMRI, Houston, USA) according to the manufacturer’s instructions^50^.

Analysis was performed in Excel XP, on the extracted raw value of VO_2_ (ml/h), VCO_2_ (ml/h), and energy expenditure (kcal/h). Subsequently, each value was expressed by total body weight or total lean body mass measured by EchoMRI.

For the respirometry analysis of the DKO mice compared to KO mice, metabolic rates were measured using an 8-cage Promethion metabolic phenotyping system (SSI) as described in Lark et al.^51^. Animals had free access to drink and food hoppers in an ambient temperature of 22 ± 0.5 °C with light from 7 am to 7 pm. Mouse cage behavior, including roaming (XYZ beam breaks), food and water intake (to 1 mg) were monitored continuously at a sample rate of 1 sample/sec for all sensors and cages simultaneously via an error-correcting control area network (CAN). Air was pulled from the cages at a controlled mass flow rate of 2 L/min. O_2_ and CO_2_ were continuously monitored for assessment of EE. Air calibration were made accordingly to the manufacturer using a 100% nitrogen as zero reference and with a span gas containing of known concentration of CO2 (Air Liquide, S.A. France). Data were stored in raw, unprocessed form for later analysis using analysis scripts run on ExpeData analytical software (SSI). This allowed complete and traceable control of the analytical process, the equations used, the baselining algorithms employed, and all other aspects of data transformation and final data extraction.

### Immunoblot analysis

Total protein extracts were obtained from 100 mg of frozen mouse liver or from mouse primary hepatocytes homogenized in lysis buffer (50 mMTris-HCl, pH 7.5, 150 mM NaCl, 5 mM EDTA, 30 mM Na_4_P_2_O_7_, 50 mMNaF, 1% Triton, 1 mM DTT, protease inhibitor cocktail (Pierce #32953, Thermo Fisher Scientific)) supplemented with phosphatase inhibitor cocktail (Pierce #8867, Thermo Fisher Scientific) in a bead mill, with the Tissue Lyser disruption system (Qiagen, Hilder, Germany). Proteins were resolved by SDS–PAGE, transferred to nitrocellulose and blocked by incubation with 5% BSA or 5% milk. Blots were incubated with specific primary antibodies overnight at 4 °C, washed, incubated with the corresponding horseradish peroxidase-conjugated secondary antibodies (Cell Signaling) and developed by enhanced chemiluminescence techniques (Thermo Fisher Scientific). Primary antibodies were obtained from Cell Signaling Technologies (LKB1: clone D60C5, 1:1000; p-Ampk (T172), 50081, 1:1000; Ampk, 5831, 1:1000; Akt, p-Akt (S473), 4060, 1:1000; Gys2, 3886, 1:1000), Abcam (Oat, ab137679, 1:2000; Agxt, ab178708, 1:2000), and Santa Cruz (Gapdh, FL-335, 1:1000; Got1, sc-515641, 1 :1000), p-Pygl (S15), 1:100 was obtained from MRC PPU reagents and services. The antibody against Agxt for the immune gold analysis was from Abcam, ab178708, 1:200).

The bands on the immunoblots were quantified with FUJI multigauge software after incubation with a perioxidase-coupled secondary antibody and densitometric analysis.

### Histology and immunohistochemistry

Mouse livers were cut into 3 mm-thick sections and fixed by incubation in 10% formalin for 12 h. They were then embedded in paraffin. For morphological analysis, 2 µm sections were cut, dewaxed, and stained with hemalun and eosin. Periodic acid-Schiff (PAS) staining was performed with 0.5% periodic acid solution, followed by Schiff’s reagent and counterstaining with hematoxylin solution.

IHC staining for dystrophin was performed as described in Guerci et al^52^.

### Agxt immunogold analysis

After fixation (1% glutaraldehyde), tissues were washed 3 times with phosphate buffer, embedded in sucrose, and frozen in liquid nitrogen. Immunochemical reactions were performed on thin sections collected on grids according to the method of Bendayan^53^. After a brief incubation of the sections with 0.1% BSA and 15% normal goat serum, they were labeled with the Agxt polyclonal rabbit antibodies diluted in Tris-buffered saline (TBS) containing 1% BSA and 4% normal goat serum for 2 h at 22 °C, washed 3 times with TBS containing 0.1% BSA, and then incubated with goat antirabbit-gold (10 nm) for 1 h at 22 °C. The sections were counterstained with uranyl acetate.

Acquisitions were performed with a JEOL 1011 transmission electron microscope with an ORIUS 1000 CCD camera.

### RNA extraction and quantitative real-time PCR analysis

Total RNA was extracted from mouse tissues and cell lines with Trizol Reagent (Life Technologies) according to the manufacturer’s protocol. Reverse transcription was performed with 1 μg of total RNA and the Transcriptor First Strand cDNA Synthesis Kit (Roche Diagnostics), with random hexamer primers. Quantitative PCR was performed with the Light Cycler 480 Sybr Green I Master kit (Roche) and specific primers (Eurogentec) on a Light Cycler 480 thermocycler (Roche). RNA levels were calculated by the 2(-Delta Ct) method, with 18S as the internal control, relative to RNA levels in control littermates. The PCR primers used are: *Ppargc1a*, 5′-TGAAAGGGCCAAACAGAGAG-3′ (forward) and 5′-GTAAATCACACGGCGCTCTT-3′ (reverse); *Igfbp1*, 5′-TGGTCAGGGAGCCTGTGTA-3′ (forward) and 5′-ACAGCAGCCTTTGCCTCTT-3′ (reverse); *Agxt2l1*, 5′-CAGCTCGGGCATGGAATA-3′ (forward) and 5′-AGCACAGCCAAGCCAACT-3′ (reverse); *Mmd2*, 5′-CTGTGCCACCCATGCTTT-3′ (forward) and 5′-GTCGTCATCGGACAGGAAGT-3′ (reverse); *Pck1*, 5′-ATGTGTGGGCGATGACATT-3′ (forward) and 5′-AACCCGTTTTCTGGGTTGAT-3′ (reverse); *G6pc*, 5′-TCTGTCCCGGATCTACCTTG-3′ (forward) and 5′-GAAAGTTTCAGCCACAGCAA-3′ (reverse).

### Microarray analysis

The cDNA was purified and fragmented. We checked for fragmentation with a 2100 Bioanalyzer, and the cDNA was then end-labeled with 153 biotin, using terminal transferase (WT terminal labeling kit, Affymetrix). The cDNA was then hybridized to GeneChip® Mouse Gene 2.0 ST Arrays (Affymetrix) at 45 °C for 17 h. The chips were washed on an FS450 fluidic station FS450, according to specific protocols, and scanned with a GCS3000 7G. The image was analyzed with Expression Console software to obtain raw data (CEL files) and metrics for quality control. The data obtained have been deposited in the Gene Expression Omnibus (GEO) database. Microarray data were analyzed with R-based BRB-Array Tools, as described in Just et al.^21^.

### Mass spectrometry (MS) for label free protein quantification (LFQ) and phosphoproteomics

We grounded and homogenized 50 mg of liver tissue in 500 µl Tris/SDS buffer (Tris/SDS buffer: 50 mM Tris/HCl, pH 8.5, 2% SDS) in an Ultra Turrax apparatus. The homogenate was incubated for 5 min at 95 °C, and centrifuged at 20,000 × *g* for 15 min. The protein concentration of the supernatant was determined in a bicinchoninic acid assay (BCA, Pierce). We reduced and alkylated 50 µg of protein with 20 mM TCEP (tris(2-carboxyethyl)phosphine) and 50 mM chloroacetamide (both from Sigma) and digested the products with trypsin (sequencing grade from Promega), by the FASP method^54^. Peptides were cleaned and fractionated with C_18_ and SCX StageTips, respectively as previously described^54^. MS analysis of the peptides was performed with a nano liquid chromatographer (nLC) hyphenated to a Q-Exactive Plus mass spectrometer (both from Thermo Electron). Peptides corresponding to one μg of digested proteins was injected for each fraction. The MS acquisition was performed according to a data-dependent scheme to analyze the nLC elution content by electrospray ionization as follows: SCX StageTip peptide fractions were separated on a reverse-phase column (Pepmap C_18_ 2 μm particle size, 100 Å pore size, 75 μm inner diameter, 15 cm length from Thermo) with a 3-h gradient starting with 99% of solvent A containing 0.1% formic acid in H_2_O and ending with 40% of solvent B containing 80% ACN and 0.085% formic acid in H_2_O. The mass spectrometer acquired data throughout the elution process. The MS scans spanned from 350 to 1500 Th with automated gain control (AGC) target at 1 × 10^6^, within 60 ms maximum ion injection time (MIIT) and a resolution of 70,000. Higher energy Collisional Dissociation (HCD) fragmentation was performed on the 10 most abundant ions, with a dynamic exclusion time of 30 s. The precursor selection window was set at 2Th. The HCD normalized collision energy (NCE) was set at 27% and MS/MS scan resolution was set at 17,500, with AGC target 1 × 10^5^ within 60 ms MIIT. Spectra were recorded in profile mode. The mass spectrometry data were analyzed with Maxquant version 1.5.2.8^55^. The database used was a concatenation of murine sequences from the Uniprot-Swissprot database (Uniprot, release 2015-02) and the list of contaminant sequences from Maxquant. Cysteine carbamidomethylation was set as a constant modification and acetylation of the protein N-terminus and methionine oxidation were set as variable modifications. Second peptide search and the “match between runs” (MBR) options were allowed. The false discovery rate (FDR) was kept below 1% for both peptides and proteins. Label-free protein quantification (LFQ) was performed with both unique and razor peptides, and required at least two such peptides. Statistical analysis and data comparisons were performed with Perseus software^56^.

#### Phosphoproteome analysis

Phosphopeptides were purified according to Humphrey et al^57^. Briefly, livers were minced and homogenized in homogenization buffer (100 mM Tris/HCl, pH 8.00 containing 6 M guanidinium chloride). Proteins were quantified and 3 mg of proteins were reduced and alkylkated by heating to 95 °C for 5 min with 10 mM TCEP and 40 mM chloroacetamide. Proteins were precipitated with cold acetone, resolubilized in 100 mM bicarbonate ammonium solution containing 10% trifluoroethanol and digested overnight with 60 µg trypsin. KCl, KH_2_PO_4_, ACN and TFA were added to final concentrations of 300 mM, 5 mM, 50%, and 6%, respectively. Samples were centrifuged at 20,000 × *g* for 10 min at room temperature and transferred to 30 mg TiO_2_ bead pellets. Samples with TiO_2_ beads were incubated for 5 min at 40 °C with continuous agitation, beads were recovered by centrifugation, washed with 50% ACN containing 1%TFA and transferred to C8 StageTips in 80%ACN containing 0.5% acetic acid. Peptides were eluted with 50% ACN containing 15% NH_4_OH and immediately acidified by TFA. Peptides were dried and cleaned on SDB-RPS StageTips before analysis by mass spectrometry on a Q-exactive plus as described above, for refed mice, but with the following modifications: The nLC gradient lasted for 2 h, and in the MS mode the scans spanned from 375 to 1500 Th with AGC target 3 × 10^6^, within 100 ms MIIT. the precursor selection window was set at 4Th. The HCD NCE was set at 27% stepped at 32%. The MS/MS scan resolution was set at 17,500, with AGC target within 100 ms MIIT.

An Orbitrap Fusion mass spectrometer acquired data from fasting mice samples throughout the elution process and operated in a data-dependent scheme with full MS scans acquired with the orbitrap, followed by stepped HCD MS/MS (top speed mode in 3 s) on the most abundant ions detected in the MS scan. MS1 settings were: full MS: AGC at 4 × 10^5^, resolution: 120,000, *m/z* range 350–1500, within 60 ms MIIT. MS/MS were performed on precursors over 1 × 10^4^ intensity, with a charge state of 2–4 and with *m/z* quadrupole-filtering window within 1.6 Th. A dynamic exclusion time was set at 30 s. Stepped HCD was performed with NCE at 30 plus and minus 5%, fragments were detected in the ion trap with AGC Target at 1 × 10^4^ and within 100 ms MIIT. Phopshopeptide data were analyzed with Maxquant version 1.6.6.0^55^. The database used was a concatenation of murine sequences from the reviewed Uniprot-Swissprot database (UniprotKB, release 2019-10) and the list of contaminant sequences from Maxquant. Cysteine carbamidomethylation was set as a constant modification while phosphorylations of STY, acetylation of the protein N-terminus and methionine oxidation were set as variable modifications. Second peptide search and the “match between runs” (MBR) options were allowed. The false discovery rate (FDR) was kept below 1% for both peptides and proteins. Label-free protein quantification (LFQ) was performed with razor peptides, and required at least two such peptides. Statistical analysis and data comparisons were performed with Perseus software^56^.

### Production of glucose in primary cultures of hepatocytes

Primary hepatocytes were isolated from Lkb1KO^livad^ mice and their corresponding controls, 15 days after tamoxifen injection, by two-step collagenase perfusion followed by filtration through a 70 μm mesh. Viability was assessed by trypan blue exclusion, and the cells were then plated in William’s E medium (supplemented with 10% fetal bovine serum, penicillin–streptomycin and 1% (w/v) bovine serum albumin). Four hours after plating, the medium was replaced with William’s E medium containing 10^−9^ M dexamethasone and penicillin–streptomycin. Glucose production by primary hepatocytes was measured by incubating the cells for 3 h in glucose-free DMEM medium containing 10^−9^ M dexamethasone, penicillin–streptomycin, and either 2 mM sodium pyruvate and 20 mM sodium lactate, or one of the amino acids tested (Ala, Gln or Ser) at a concentration of 10 mM.

The concentration of glucose in the culture medium at the end of the experiment was assessed with the Glucose GO assay kit (Sigma, USA) according to the manufacturer’s instructions.

### Glucose and glycogen synthesis from [U-^14^C]alanine

Metabolic flux experiments were performed on liver explants (150–200 mg samples in triplicate) in suspension in William’s E medium in conical glass vials. Fasted mice were killed and their livers removed. The liver was rapidly chopped into ~2 mm^3^ pieces and explants were incubated in the presence of 10 mM [U-^14^C]alanine in glucose-free medium for 3 h. At the end of the experiment, the culture medium was recovered for assays of [^14^C] incorporation into glucose, and liver explants were washed three times in ice-cold PBS and processed for the measurement of ^14^C incorporation into glycogen. Liver glycogen was extracted from liver explants by homogenizing the tissue by incubation in 5 M KOH at 100 °C at 30 min, followed by two rounds of precipitation in alcohol. ^14^C incorporation into the glycogen fraction was then accessed by scintillation counting. The culture medium was deproteinized and [^14^C]glucose was separated from the [^14^C]alanine precursor by ion exchange chromatography, as described by Kreisber et al.^58^.

### Determination of amino acid content in the serum, liver, and skeletal muscle

For amino acid determinations, tissue samples were homogenized in ice-cold 10% TCA-0.5 mM EDTA-250 μM AEC, and plasma samples were deproteinized with 10% sulfosalicylic acid. Amino acids were separated and quantified by ion exchange chromatography with post-column ninhydrin derivatization, with a JLC-500/V AminoTac amino acid analyzer (Jeol, Croissy sur Seine, France).

### Software analyses

Proteomic analyses were done using MaxQuant (v1.6.6.0) and Perseus softwares (v1.6.6.0).

The functional analyses of both proteomic and phosphoproteomic data were generated through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis, v:49932394, Release Date: 2019-11-14). Enrichments were performed using overrepresentation analysis validated by a right tailed Fisher’s exact test. The RBP list was added to the IPA database as a new term.

To construct the PPI network in the STRING database, *Mus musculus* was selected as the organism and the option of multiple proteins was selected. Interaction combined score _0.4 was regarded as significant.

Heatmap were done using the genesis software (https://genome.tugraz.at).

Venn diagram were performed with FunRich (v3.1.3) or using the website http://www.pangloss.com/seidel/Protocols/venn.cgi.

Multigauge V3.0 (Fujifilm) for quantification of western blot.

### Statistical analysis

Statistical analysis was performed with GraphPad prism (7.04). Graphical data are represented as means ± SD in most of the cases. Unpaired two-tailed Student’s *t* tests were used to assess differences between two groups. Values of *p* below 0.05 were considered significant. *p < 0.05, **p < 0.001, ***p < 0;001, ****p < 0;0001.

For indirect calorimetry, the results are expressed as mean ± SEM. Indirect calorimetry data presented are the mean of at least 96 h of measurement.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The proteomic data were obtained using the Uniprot-Swissprot database (Uniprot, release 2015-02). All proteomic data that support the finding of this study have been deposited in the repository PRIDE with the accession numbers PXD013478, PXD019757, and PXD019755. The sequencing data that support the finding of this study have been deposited in the the Gene expression Ommnibus with the accession number GSE75564 already described in^21^ and with the accession number GSE132536. Uncropped scans of Western blots are included in the Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Lkb1 suppresses amino acid-driven gluconeogenesis in the liver
**Source:** Nat Commun. 2020 Nov 30;11:6127. doi: 10.1038/s41467-020-19490-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Lkb1 suppresses amino acid-driven gluconeogenesis in the liver

Just PA, Charawi S, et al.

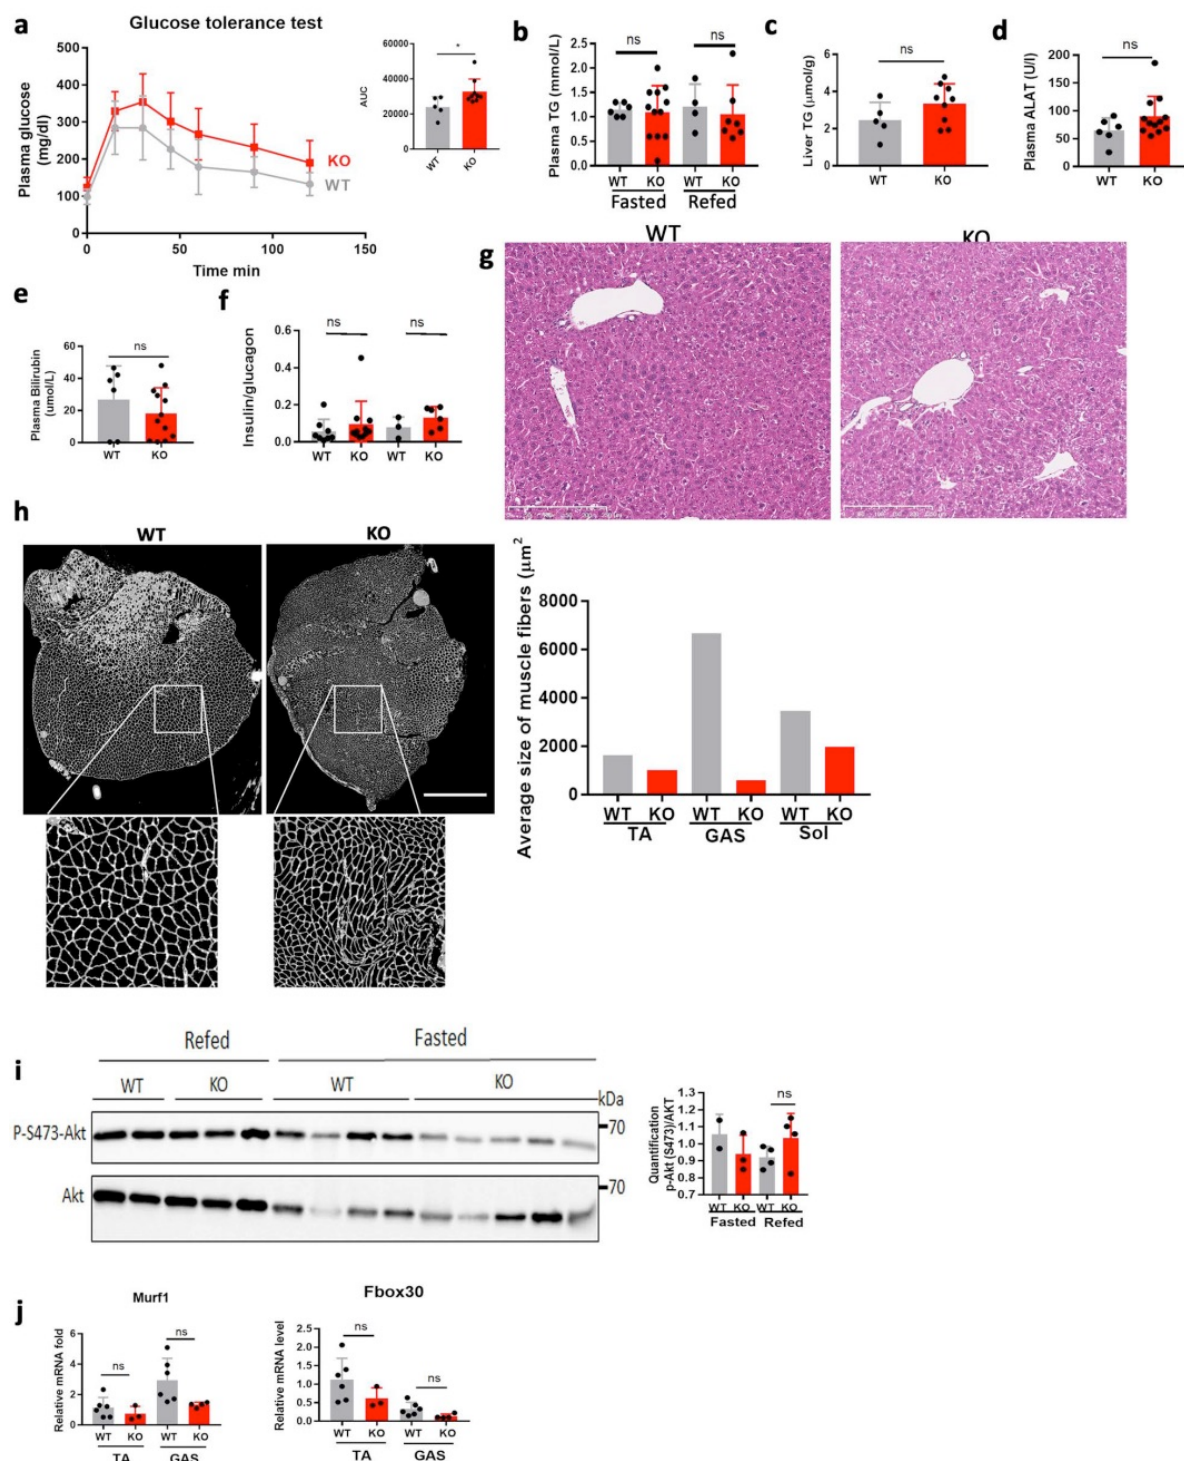

### Supplementary Figure 1. Phenotypes of *Lkb1*KO<sup>livad</sup> mice.

a: Glucose tolerance test in mutant *Lkb1*KO<sup>livad</sup> (KO, n=9) and control (WT, n=5) mice. The area under the curve (AUC) of glucose level in the GTT is shown. Data are means ± SD. P values were determined by unpaired two-tailed t-test. \*p ≤ 0.05. b: Plasma triglyceride concentration in fasted mutant *Lkb1*KO<sup>livad</sup> (KO, n=12) and control (WT, n=6) mice and refed mutant *Lkb1*KO<sup>livad</sup> (KO, n=7) and control (WT, n=4) mice. Data are means ± SD. P values were determined by unpaired two-tailed t-test. ns: not significant. c: Liver triglyceride content in fasted mutant *Lkb1*KO<sup>livad</sup> (KO, n=9) and control (WT, n=5) mice. Data are means ± SD. P values were determined by unpaired two-tailed t-test. ns: not significant. d: Plasma ALT and

bilirubin levels in fasted mutant *Lkb1KO<sup>livad</sup>* (KO, n=12) and control (WT, n=6) mice. Data are means  $\pm$  SD. P values were determined by unpaired two-tailed t-test. ns: not significant. e: Plasma bilirubin levels in fasted mutant *Lkb1KO<sup>livad</sup>* (KO, n=12) and control (WT, n=6) mice. Data are means  $\pm$  SD. P values were determined by unpaired two-tailed t-test. ns: not significant. f: Plasma insulin to glucagon ratio of fasted *Lkb1KO<sup>livad</sup>* (KO, n=11) and control (WT, n=8) mice and refed *Lkb1KO<sup>livad</sup>* (KO, n=6) and control (WT, n=3) mice. Data are means  $\pm$  SD. P values were determined by unpaired two-tailed t-test. ns: not significant. g: H&E of WT and *Lkb1KO<sup>livad</sup>* mice. Representative image of three independent experiments. h: Skeletal muscle fiber size in mutant (KO, n=1) and control (WT, n=1) mice. It was analyzed by dystrophin immunohistochemistry showing all the fibers were smaller in mutant compared to control mice. The quantification of fiber size, and shown on the right, was done with metamorph software on microscopic acquisitions done at x10 magnification. TA: tibialis, GAS: gastrocnemius, Sol: Soleus. i: Western blot analysis of the Akt signaling in skeletal muscle of fasted (KO, n=4; WT, n=5) and refed (KO, n=3; WT, n=2) mutant and control mice. Quantification was performed with FUJI multigauge software. Data are means  $\pm$  SD. P values were determined by unpaired two-tailed t-test. ns: not significant. j: RT-qPCR analysis of the expression of ubiquitin ligase of the skeletal muscle *Murfl* and *Fbox32* of mutant (n=4) and WT (n=6) mice. Data are means  $\pm$  SD. P values were determined by unpaired two-tailed t-test. ns: not significant.

Source data are provided as a Source Data file.

For the experiments described in a, b, c, d, e, f, g, h, i, animals were analyzed 15 days after the injection of tamoxifen.

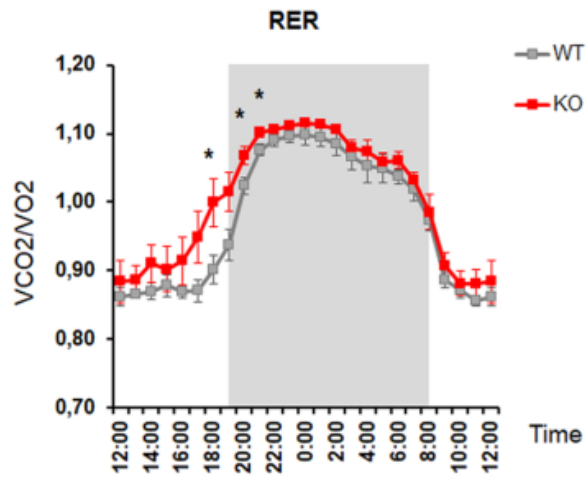

### Supplementary Figure 2. Respiratory exchange ratio.

Daylight, night and 24 h mean respiratory exchange ratio ( $VCO_2/VO_2$ ) of mutant  $Lkb1^{KO^{livad}}$  (KO, n= 7) and control (WT= 6) mice. Data are expressed as the mean  $\pm$  SEM of 6 animals per group. P values were determined by Wilcoxon–Mann–Whitney tests. \* $p \leq 0.05$ .

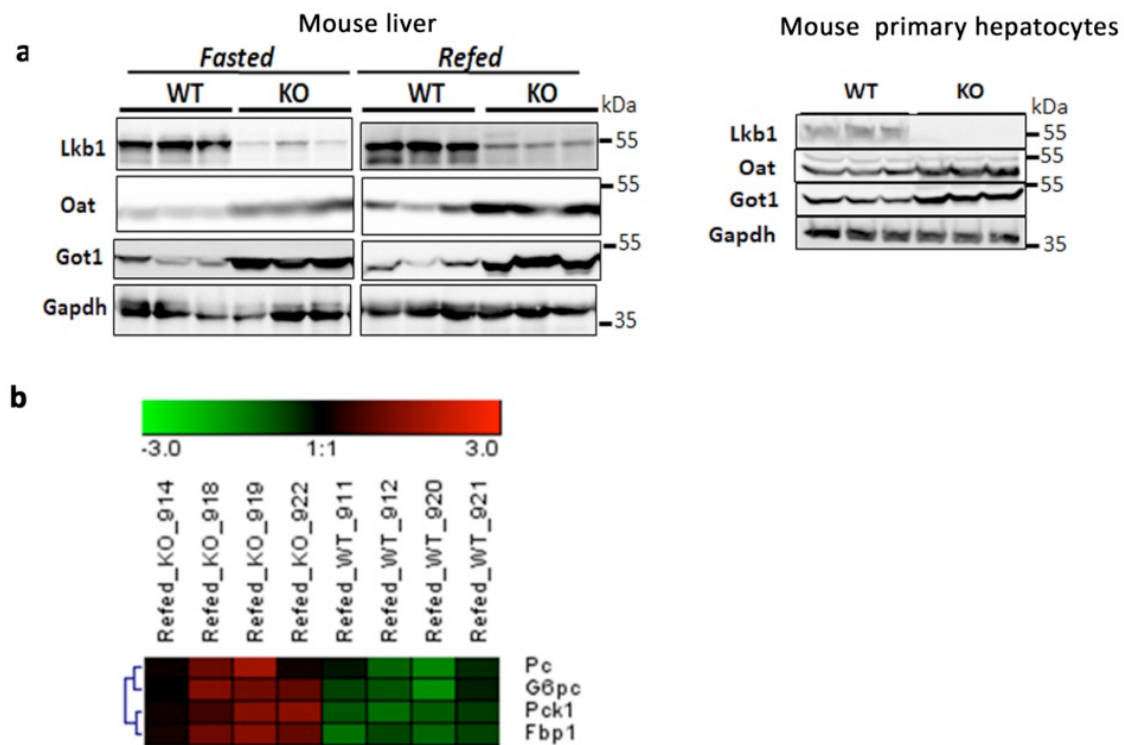

**Supplementary Figure 3. Increase amino acid catabolism and gluconeogenesis in Lkb1KO<sup>livad</sup> mice.**

a: Immunoblot analysis of Oat and Got1 in mouse liver and primary hepatocytes from Lkb1KO<sup>livad</sup> (KO, n=3) mice and controls (WT, n=3). Representative blot of two independent experiments. b: Heatmap of gluconeogenic proteins identified by proteomic analysis in refed KO and WT animals

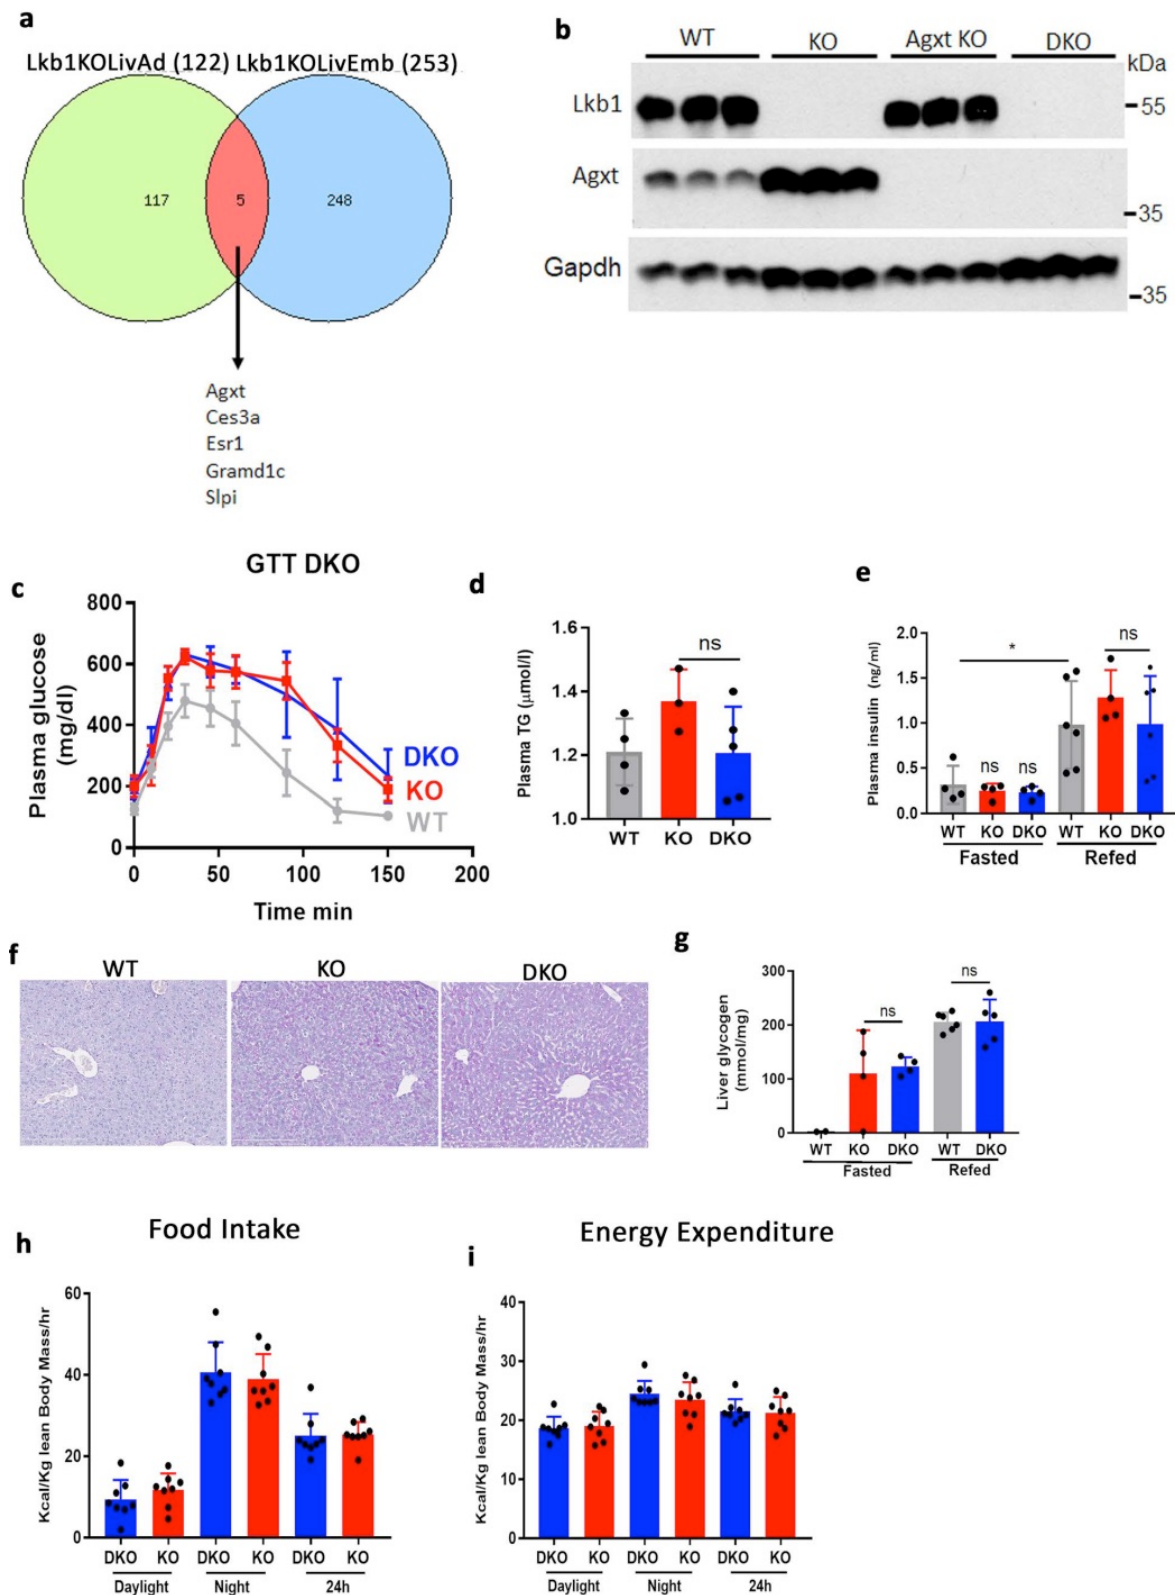

**Supplementary Figure 4. Phenotypes of DKO (*Lkb1*KO<sup>livAd</sup>;AgxtKO) mice.**

a: Venn diagram of genes expressed specifically in mice with either a liver-specific deletion of *Lkb1* in adult hepatocytes (*Lkb1*KO<sup>livAd</sup>) or a liver-specific deletion of *Lkb1* specifically in the embryonic liver (*Lkb1*KO<sup>livEmb</sup>)<sup>1</sup>. 

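Besides *Agxt*, the diagram names *Ces3a*, *Esr1*, *Gramd1c* and *Slpi* as shared between the adult and the embryonic deletion. On the arrays of the adult livers, each of the 4 was higher in all 3 Lkb1KO livad mice than in all 3 controls, and no gene of the 4 passed the test over all genes. *Esr1*, the estrogen receptor alpha, had a log2 signal of 6.96 ± 0.16 (SD, n = 3) against 6.00 ± 0.076 (SD, n = 3) in the controls, a log2 fold change of 0.96 (standard error 0.12, adjusted p = 0.332 from limma). *Slpi*, a secreted inhibitor of leukocyte proteases, had a log2 fold change of 1.12 (standard error 0.26), with signals of 6.82 ± 0.21 and 5.70 ± 0.57 (SD, n = 3 each). *Gramd1c*, of a family of sterol transfer proteins, had a log2 fold change of 0.60 (standard error 0.15), and *Ces3a*, a carboxylesterase, one of 0.40 (standard error 0.14). *Slpi*, *Gramd1c* and *Ces3a* each had an adjusted p = 0.9997 from limma. The two-sided exact permutation test gave p = 0.1 for each of the 4 genes. The diagram took these genes from the adult arrays, so their direction on the same arrays is not independent evidence, and the embryonic arrays were not analysed here.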

These results were obtained by microarray analysis. b: Immunoblot analysis of Lkb1 and Agxt in WT, *Lkb1*KO<sup>livAd</sup> (KO, n=3) mice; Agxt KO (n=3)

mice and in mice lacking both *Lkb1* and *Agxt* (DKO, n=3). c: Glucose tolerance test in DKO (DKO, n=4), *Lkb1*KO<sup>livad</sup> (KO, n=9) and control (WT, n=5) mice. d: Plasma TG in DKO (n=5), K(n=3) and WT (n=5) in fasted mice. Data are means  $\pm$  SD. P values were determined by unpaired two-tailed t-test. ns: not significant. e: Plasma insulin in fasted DKO (n=4), K(n=4) and WT (n=4) and refed DKO (n=6), KO (n=4) and WT (n=6) mice. Data are means  $\pm$  SD. P values were determined by unpaired two-tailed t-test. ns: not significant. f: PAS staining in DKO, KO and WT in fasted mice. Scale bar: 250  $\mu$ m. Representative blot of four independent experiments. g: Glycogen content in fasted DKO (n=4), KO (n=4) and in WT (n=6) and DKO (n=5) refed mice. Data are means  $\pm$  SD. P values were determined by unpaired two-tailed t-test. ns: not significant. h: Mean daylight-, night- and 24 h cumulative food intake (g/kg lean body mass/h) in DKO compared to KO mice. Data are expressed as means  $\pm$  SEM of 8 animals per group. ns, not significant. i: Mean daylight-, night- and 24 h cumulative energy expenditure (kcal/kg lean body weight/h) in DKO compared to KO mice. Data are expressed as means  $\pm$  SEM of 8 animals per group. ns, not significant. Source data are provided as a Source Data file.

1 Just, P. A. *et al.* LKB1 and Notch Pathways Interact and Control Biliary Morphogenesis. *PLoS One* **10**, e0145400, doi:10.1371/journal.pone.0145400 (2015).

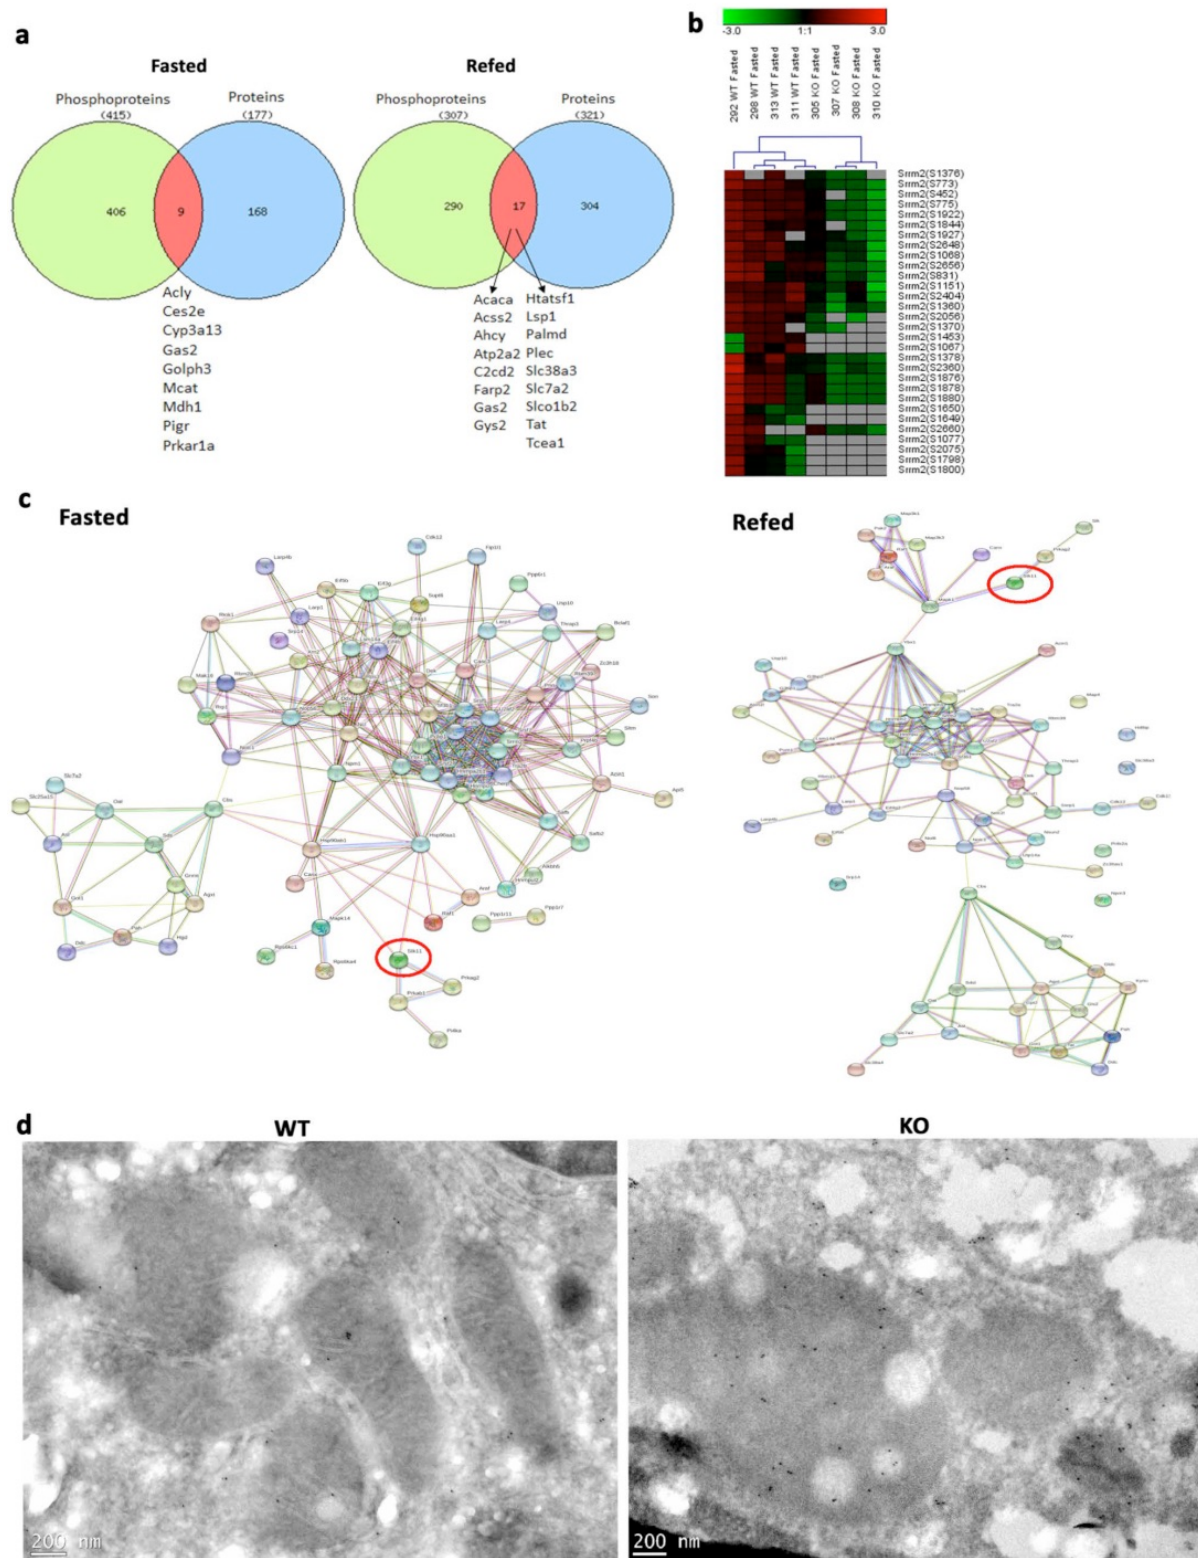

**Supplementary Figure 5. Mechanisms by which Lkb1 controls the amino acid catabolism.**  
a: Venn diagram of DE phosphoproteins (Supplementary Table 4) and DE proteins (Supplementary Table 1, Table 2). b: Heatmap of the significantly deregulated phospho-Srrm2 protein in fasted livers of Lkb1KO<sup>livad</sup> and control animals. Note the numerous DE phosphopeptides for this protein. c: Interaction network between Lkb1 and phosphorylated RBP. This was done using the STRING interface, by including in each nutritional state, the DE

phosphorylated RBP, the DE kinases and phosphatases and Lkb1 (Stk11) and the metabolic targets. d: Representative gold immune-electron micrographs of Agxt in mutant and control livers. Small arrows: mitochondria. Large arrows: peroxisomes.

# Supplementary material for: Lkb1 suppresses amino acid-driven gluconeogenesis in the liver
**Source:** Nat Commun. 2020 Nov 30;11:6127. doi: 10.1038/s41467-020-19490-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**SUPPLEMENTARY DATA LEGENDS**

**Supplementary Data1**: Proteomic data_ Fasted WT and Lkb1KO^livad^ animals. Related to **Fig.3**. P values were determined by unpaired two-tailed t-test.

**Supplementary Data 2**: Proteomic data_ Refed WT and Lkb1KO^livad^ animals. Related to **Fig.3**. P values were determined by unpaired two-tailed t-test.

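Supplementary Data 3 gives a probe set, a parametric p and a fold for 122 genes, 64 listed as higher and 58 as lower, and the heading inside the table names adult animals. On the arrays of the 3 adult Lkb1KO livad and 3 control livers, all 122 probe sets were present and all 122 had the direction of the table. The largest listed rises included *Rsph4a*, a protein of the ciliary radial spoke, with a log2 fold change of 1.02 (standard error 0.17), *Tmem25*, a membrane protein, with 0.94 (standard error 0.16), and *Dnajb9*, a chaperone of the endoplasmic reticulum, with 0.82 (standard error 0.19). *Cyp4f14*, a cytochrome P450, had a log2 fold change of 0.74 (standard error 0.20). The largest listed falls besides *Stk11* included the transcription factors *Onecut1*, with -1.62 (standard error 0.34), and *Myc*, with -1.34 (standard error 0.19), and *Alas1*, the first enzyme of heme synthesis, with -0.92 (standard error 0.20). In each of these 7 genes the 3 mutant values lay all on 1 side of the 3 control values, and no gene of the 7 passed the test over all genes (adjusted p = 0.352 from limma for *Myc*). Across the 122 genes, the Pearson r of the log2 fold changes with those of the table was 0.976, the median absolute difference was 0.053 and the largest, for *Slpi*, 0.68. Of the 122 genes, 83 had an unadjusted p under 0.05 with limma and 83 with the methods' t-test, and neither gave the p of the table for *Rsph4a* or *Agxt*. The table was chosen on these samples, so its directions here are not independent evidence. The paper counts p below 0.05 as significant in general, and the largest parametric p in the table is 0.0496, for *Rcan1*. A threshold for the table itself is not given in the sources used here.

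**Figure D4:**
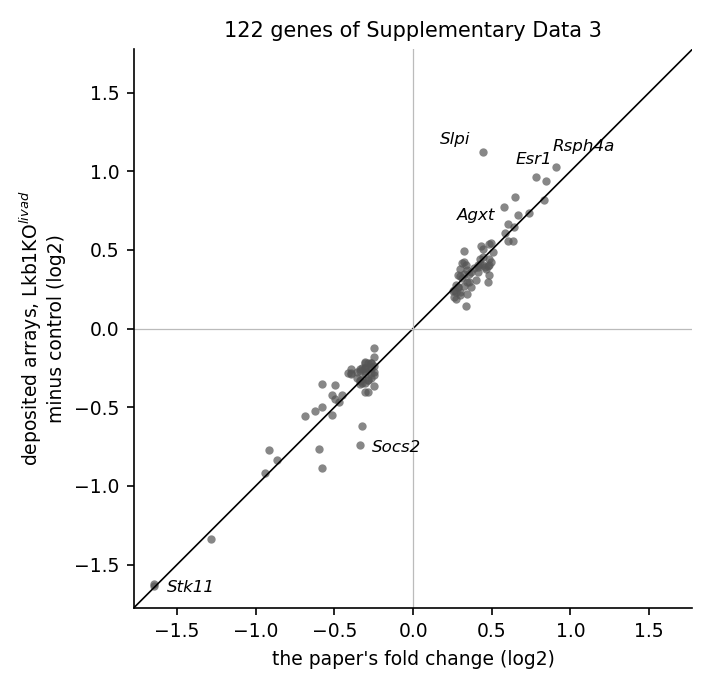
Log2 fold change on the deposited arrays (Lkb1KO livad minus control, vertical axis) against the paper's log2 fold change in Supplementary Data 3 (horizontal axis), with 1 point per gene for 122 genes and the line of equal values. All points lie in the quadrants of equal sign, and *Slpi* lies farthest from the line.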

**Supplementary Data3**: Microarray for WT and Lkb1KO^livemb^ animals. Related to **Supplementary Fig.4**.

**Supplementary Data4**: Phosphoproteomic data of fasted and refed WT and Lkb1KO^livad^ animals. Related to **Fig.7**. P values were determined by unpaired two-tailed t-test.

# Supplementary material for: Lkb1 suppresses amino acid-driven gluconeogenesis in the liver
**Source:** Nat Commun. 2020 Nov 30;11:6127. doi: 10.1038/s41467-020-19490-6
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Proteomic data were acquired using Maxquant version 1.6.6.0

Data analysis

Proteomic analyses were done using MaxQuant (v1.6.6.0) and Perseus softwares (v1.6.6.0)  
The functional analyses of both proteomic and phosphoproteomic data were generated through the use of IPA (QIAGEN Inc., <https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis>, v:49932394, Release Date: 2019-11-14).  
The PPI network was done using the STRING database (<https://string-db.org>)  
Heatmap were done using the genesis software (<https://genome.tugraz.at>)  
Venn diagram were performed with FunRich (v3.1.3) or using the website <http://www.pangloss.com/seidel/Protocols/venn.cgi>.  
Multigaue V3.0 (Fujifilm) for quantification of western blot

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The proteomic data were obtained using the Uniprot-Swissprot database (Uniprot, release 2015-02). Analyses of the data were done using IPA database and the STRING database.

Proteomic data that support the finding of this study have been deposited in the repository PRIDE with the accession numbers PXD013478 (<https://www.ebi.ac.uk/pride/archive/PXD013478>) and PXD019757 (<https://www.ebi.ac.uk/pride/archive/PXD019757>).

The sequencing data that support the finding of this study have been deposited in the the Gene expression Omnibus with the accession number GSE75564 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75564>) and with the accession number GSE132536 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132536>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No method was used to estimate sample size                                                                                                                                                                                                                                                                                                              |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                   |
| Replication     | All experiments were repeated and reproducibility confirmed. All experiments were done independently in most of the cases three times, unless expressed in the figure legend. Proteomic studies were done once and four biological replicates were analyzed. For sequencing studies, they were done once and three biological replicates were analyzed. |
| Randomization   | Random                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | This was not a blinded study, but mouse studies, indirect calorimetric studies, proteomic analyses and amino acid measurements were performed by different researchers. For data acquisition and data analysis, blinding was not necessary or advised to reduce any bias of the statistical analysis.                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☐ ☒ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Human research participants
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern

### Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

Antibodies used

Primary antibodies were obtained from Cell Signaling Technologies (LKB1: clone D60C5, p-Ampk (T172), #50081; Ampk, #5831; Akt, #9272; p-Akt (S473), #4060; Gys2, #3886), Abcam (Oat, ab137679; Agxt ab178708), and Santa Cruz (Gapdh FL-335; Got1, sc-515641), p-Pygl (S15) was obtained from MRC PPU reagents and services.

|            |                                                                                                                                                                         |
|------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Validation | Commercial antibodies were validated by the suppliers, see the supplier's websites. For the MRC supplier, the exact validation process is unknown to the investigators. |
|------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                   |
|----------------------------------------------------------------------|---------------------------------------------------|
| Cell line source(s)                                                  | Primary hepatocytes extracted from liver of mice. |
| Authentication                                                       | N/A                                               |
| Mycoplasma contamination                                             | Not tested                                        |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                               |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                              |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Transgenic mice used in the study are Lkb1fl/fl, TTR-CreTam, AgxtKO, Ampk $\alpha$ 1lox/lox, Ampk $\alpha$ 2lox/lox, Alfp-Cre. Most of the studies were performed on male mice 15 days after injection. For the survival analysis, both males and females were monitored for up to 300 days. |
| Wild animals            | No wild animal was used in the study                                                                                                                                                                                                                                                         |
| Field-collected samples | No field-collected samples was used in the study                                                                                                                                                                                                                                             |
| Ethics oversight        | All animal procedures were carried out according to French legal regulations and approved by ethics committee at the University Paris Descartes.                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

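The data are the arrays of liver RNA from 3 Lkb1KO livad and 3 control mice, with 1 array per mouse and no pooled samples. The groups and mouse numbers come from the sample labels, the fasted state from the paper, and no sample was left out. The values are log2 RMA signals: according to the sample labels, the authors made them with RMA, which corrects the background, normalizes between arrays and summarizes the probes into probe sets, before deposit. The labels name RMA and Partek, the methods name Expression Console and BRB-ArrayTools, and their versions are not given in the sources used here. The values lie in the range of log2 RMA signals and were used as deposited. Raw array images were not used here, so background correction and normalization were not repeated. The arrays carry no detection calls, and the number of arrays limits the precision: the 95% interval of a log2 fold change reached a median of 0.32 to either side.

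Each of the 35556 probe sets was looked up in an annotation of an earlier generation of the array than the one the methods name. Of these, 21789 had 1 gene symbol and were used, 1621 had several and 12146 had no name. Gene symbols were updated by gene identifier from a reference table, in which 21698 were found. Of 999 genes with several probe sets, the one with the highest mean over the 6 arrays was used, which gave 19938 genes. No filter on intensity was applied.

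The mutant and control groups were compared for each gene with limma 3.58.1 (lmFit and eBayes, two-sided, no covariate) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The exact permutation test of 3 against 3 mice was added for single genes. The set tests were limma's camera, with a preset correlation of 0.01 and again with an estimated correlation, which compare a list with the other genes, and fry, which tests whether a list's genes move on balance one way and compares them with no other genes, on 49 gene lists written before the data were examined and 4 lists of proteins from Supplementary Data 1 and 2, those of refed liver added after the data were seen, with adjustment over the 53 lists. The lists cover amino acid, glucose and lipid metabolism, stress responses, hormone axes, the clock and the cell types of liver. Correlations across genes used 100000 permutations and were adjusted over the fasted and the refed proteome. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

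The genes named in the text were chosen by a rule written before the data were examined. It takes the genes the paper names for these arrays, Fig. 3 and Fig. 7; the 10 largest rises and 10 largest falls, filled up where fewer pass with genes at an unadjusted p under 0.01 whose groups do not overlap; up to 4 members of each list with the smallest p; and the extremes of Supplementary Data 3, whose values had been seen.

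The alternatives were quantile normalization, centring each array on its median, leaving out dim genes, the mean of a gene's probe sets, an intensity trend with robust estimation, array weights, the methods' t-test (stated for the paper in general, while BRB-ArrayTools is named for the arrays), the series of the mouse numbers as a block, a fold threshold of 1.2 added to the counts, and leaving out each mouse in turn. The procedure was tested on simulated data: with simulated independent genes, a shift of 0.2 over the 20 measured genes named for Fig. 3f was called in 20 of 20 runs and a shift of 0.1 in 18. That list was tested alone there, without the adjustment over all lists. On the arrays its estimated correlation was 0.48, so these shares do not carry over to the reported list tests. The embryonic deletion, the proteomes and the phosphoproteomes were not analysed here, apart from the paper's tables of proteins.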

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

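The tests of a larger share of hepatocytes, of mouse B253 alone, of probe sets with no named gene and of a smaller share of non-parenchymal cells were chosen after the results were seen.

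Lists of genes that the paper does not discuss for these arrays differed from the other genes between Lkb1KO livad and control livers, at an adjusted p under 0.05 from camera with a preset correlation. Of the 53 lists, 14 were higher and 7 lower, and 0 passed with an estimated correlation (3 at an unadjusted p under 0.05). Fry, which compares a list with no other genes, gave 0 lists (1 at an unadjusted p under 0.05). The values for each list are medians of log2 fold changes, and each list had adjusted p = 0.60 with an estimated correlation.

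The heat shock genes had a median of 0.29 (adjusted p = 1.21e-04, 0 of 12 adjusted over the list alone), with *Dnajb1* at 0.61 and *Chordc1* at 0.52, and 0.15 without control B267. The chaperones of the endoplasmic reticulum had a median of 0.18 (adjusted p = 0.0011, *Dnajb9* alone higher of 19 adjusted over the list alone), which was 0.30 without mutant mouse B305, with the call lost at 0.11 without control B267 and 0.03 without mutant mouse B253. The acute phase genes had a median of 0.14 (adjusted p = 5.96e-04, 0 of 24 adjusted over the list alone), led by the serum amyloid genes *Saa2* at 2.24 and *Saa1* at 1.36, with 0.02 and no call without mutant mouse B253, 0.09 without control B302 and 0.23 without mutant mouse B305. The aminoacyl-tRNA synthetases had a median of 0.10 (adjusted p = 0.00878, 0 of 18 adjusted over the list alone), with *Wars* at 0.43; the call was lost without control B267 (0.07), control B302 (0.06) or mutant mouse B253 (0.01), and the median was 0.23 without control B256 and 0.20 without mutant mouse B305. The periportal hepatocyte genes had a median of 0.10 (adjusted p = 0.0388, 0 of 16 adjusted over the list alone), with *Aldh1b1* at 0.73. The median was 0.21 without control B256, and the call was lost without control B267 (0.03), control B302 (0.01) or mutant mouse B253 (0.04). The periportal call was also lost with quantile normalization and without the dim genes. Array weights and the methods' t-test each lost the periportal call and that of the synthetases. Without both B253 and B256 the calls of the endoplasmic reticulum chaperones and the acute phase were lost. With the mouse number series as a block these 5 medians were 0.28, 0.26, 0.24, 0.23 and 0.15. In the same order they were 0.47, 0.50, 0.36, 0.16 and 0.08 within the two-hundreds and 0.10, 0.10, 0.13, 0.18 and 0.15 within the three-hundreds.

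The genes of cholesterol synthesis and uptake had a median of -0.25 (adjusted p = 9.17e-04, 0 of 20 adjusted over the list alone). It was 0.06 without control B267, -0.26 with the call lost without mutant mouse B304, -0.47 without control B256, -0.50 without control B302 and -0.44 without mutant mouse B253. The genes of de novo lipogenesis had a median of -0.14 (adjusted p = 0.0208, 0 of 18 adjusted over the list alone), with *Thrsp* at -1.09 and *Fasn* at -0.54, and the call was lost without control B256 (-0.05), control B267 (-0.05), mutant mouse B304 (-0.07) or mutant mouse B305 (-0.08). The circadian clock genes had a median of -0.16 (adjusted p = 0.0388, 0 of 19 adjusted over the list alone), with *Cirbp* at -0.76. Of the 19 genes, 7 were above 0 and 12 below. Clock genes can move in opposite directions, as *Arntl* and *Per3* do between mice below, so this median does not measure the state of the clock. The median was -0.29 without mutant mouse B304, and the call was lost without control B256 (-0.13), control B267 (-0.14) or mutant mouse B253 (-0.04). The clock call was also lost with quantile normalization, without the dim genes, and with B253 and B256 as a block or both left out. The methods' t-test lost the calls of the clock, cholesterol synthesis and lipogenesis. The markers of Kupffer cells had a median of -0.087 (adjusted p = 0.0388, 0 of 20 adjusted over the list alone), with *Cybb* at -0.49. The median was -0.32 without control B302 and -0.18 without mutant mouse B253, and the call was lost without control B256 (-0.07), control B267 (-0.08) or mutant mouse B304 (-0.00015). The Kupffer call was also lost with median centring, with an intensity trend and robust estimation, in the methods' t-test and without both B253 and B256. The markers of T and NK cells had a median of -0.12 (adjusted p = 0.00255, 0 of 15 adjusted over the list alone), with *Nkg7* at -0.54, and all 3 mutant mice lay below all 3 controls in the mean over the list. Without mutant mouse B253 the call was lost at -0.08, and it was also lost without the dim genes and without both B253 and B256. With the series as a block these 5 medians were -0.13, -0.02, -0.21, 0.01 and -0.16, the first 4 without a call. In the same order they were -0.24, 0.06, -0.31, -0.11 and -0.24 within the two-hundreds and 0.07, -0.09, 0.08, 0.13 and -0.08 within the three-hundreds.

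The markers of stellate cells (median -0.22) and of sinusoidal endothelial cells (-0.17) were lower in the Lkb1KO livad livers as lists, with 0 genes of either adjusted over the list alone. Their brightest genes were *Dcn*, with a signal of 10.2 in the mutants and 10.5 in the controls, and *Mrc1*, with 8.13 and 8.36, and no gene of either list is in another list. A smaller share of non-parenchymal cells stays open: the neutrophil markers (median 0.17 with the series as a block, then passing as higher), measured against the mean of both lists, differed by 0.309 (standard error 0.176), those of B cells by 0.18 (standard error 0.169) and those of Kupffer cells by 0.0578 (standard error 0.129), none apart by more than 2 standard errors. The stellate median was -0.12 without control B256, -0.11 without mutant mouse B304 and -0.11 with the series as a block. The endothelial median was -0.27 without control B302, and its call was lost without control B256 (-0.01) and with the block (-0.07). The endothelial call was also lost in the methods' t-test and without both B253 and B256. Within the two-hundreds the stellate and endothelial medians were -0.20 and -0.08, and within the three-hundreds -0.08 and -0.04. A change in these cell types through the deletion in hepatocytes is an untested candidate explanation.

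The 20 measured genes named for Fig. 3f were higher as a list (median 0.20). A trend with signal intensity is argued against by 10000 random lists matched on mean signal, among which the observed median stood at percentile 100 (their 95th percentile was 0.0861), and mouse B253 alone by the median of 0.16 without it, with the call kept; without control B256 the median was 0.36 and without control B267 0.11. A larger share of hepatocytes stays open: against the hepatocyte markers the mean over the list was higher by 0.207 (standard error 0.0746), but these markers, with a mean signal of 12.0, lie near the top of the arrays' range and would hide a small share and passed as higher with the series as a block (0.11) and without control B256 (0.14), 6 of their 16 genes are in other lists, and against the genes of bile acid synthesis and transport the difference was 0.151 (standard error 0.136). An effect of the deletion on these mRNAs is a candidate explanation that the tests leave beside it. The 10 splits of the 6 mice into 3 and 3 are too few for a share under 0.05 (real median 0.20, highest other 0.30).

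Mice B253 (mutant) and B256 (control) lay both above or both below the other 4 in 21% of genes, where chance gives 13.3% and the next pair, B302 and B304, had 18.1%. Their correlation was the highest of the pairs over all probe sets (0.987, next 0.982) but not over named genes (0.989, where B304 and B305 had 0.990). Control B302 was the array least like the rest, with a median correlation with the others of 0.9742 over all probe sets. The other arrays had 0.9803 to 0.9815, and B302 also had the lowest array weight (0.58). The clock genes *Arntl* (1.14), *Nfil3* (1.73), *Per3* (-0.96) and *Wee1* (-1.17) differed between the pair and the rest on the log2 scale. Another time of day stays open: the mean of the pair differed in the direction of *Arntl* and *Per3* in 9 of 12 further clock genes, but both mice lay apart from the other 4 in that direction in 3 (*Clock*, *Cry1* and *Tef*) and the opposite way in *Nr1d1* (0.89), and *Ciart* was at 5.94 in B253 and 8.85 in B256. Array signal stays open too, since the pair also had the highest correlation over probe sets with no named gene (0.98, next 0.97), and so does the series of mouse numbers in the two-hundreds, to which both mice and control B267 belong.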

How the results depend on the processing

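The pair of mice B253 and B256 as a block and the fit without both were chosen after seeing the data; the other alternatives were planned. Under all 16 fits other than the reported one, 0 genes were higher at an adjusted p under 0.05 with limma or the methods' t-test (169 to 589 at an unadjusted p under 0.05), and the log2 fold changes of *Stk11* and *Agxt* and the median of the Fig. 3f genes kept their sign, the last also its call. The count of genes lower at an adjusted p under 0.05 was 0 in the methods' t-test, 0 without both mice, 0 to 1 with 1 mouse left out, and 2 (*Stk11* and *Myc*) with the pair as a block, where the cause was not tested. *Stk11* did not pass, at -1.64, in the methods' t-test (adjusted p = 0.566), which shares no spread between genes, nor, at -1.60, without both mice (adjusted p = 0.184), where fewer arrays remain; it was -1.71 to -1.57 with 1 mouse left out. Its adjusted p ranged from 0.00191 to 0.566 over the 16 fits. At an unadjusted p under 0.05, 169 genes were higher and 156 lower without the dim genes, where 10959 genes were tested. With the series as a block 589 were higher, and with 1 mouse left out 199 to 521 were higher and 189 to 444 lower; the cause was not tested. The genes of proteins higher in fasted liver had medians of 0.085 to 0.20 with 1 mouse left out. The correlation of mRNA and protein was 0.128 with the series as a block and -0.104 to 0.305 with 1 mouse left out, reversed without control B267; the cause was not tested. The correlation with Supplementary Data 3 was 0.96 to 0.971 with 1 mouse left out and 0.957 without both, where the table's mice are incomplete. In the methods' t-test 12 lists passed instead of 21. Among lists that passed as reported, medians reversed for cholesterol synthesis (-0.50 to 0.065 with 1 mouse left out, above 0 without control B267), for the clock (0.057 without both mice) and for Kupffer cells (0.014 with the series as a block). Among lists that did not pass, a reversed median passed for fatty acid oxidation (-0.088 to 0.092 with 1 mouse left out, passing as lower without mutant mouse B253). It also did for the proteins lower in refed liver (-0.081 to 0.052 with 1 mouse left out, 0.067 with the series as a block). Other lists that did not pass changed sign without a call at the reversed median. The cause was not tested. Of the 21 lists that passed, 5 did so in all 16 fits: the Fig. 3f genes, their catabolism genes and aminotransferases, heat shock and stellate cells. Of the 32 lists that did not pass, 17 passed in at least 1 of the 16 fits, 9 of them with the series as a block, and 22 of the 32 medians had the other sign with 1 of the mice left out; with the block 0 lists passed with an estimated correlation. Of 3466 values of 218 other named genes, 48 changed sign without a call and 1 call was gained, that of *Myc*. A change of size without a change of sign or call was not counted. Without detection calls, signal over background is not known for dim genes.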

Differences from the paper's values

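No test in this part was chosen after the results were seen, and the alternatives named here were set before the data were examined. For the genes of Supplementary Data 3, values are log2 fold changes of the probe set the table names, the paper's being the log2 of its fold. The error is the pooled SD of the mice within the groups. Leaving out dim genes, the intensity trend and the methods' t-test do not change a log2 fold change, so these alternatives cannot close a difference. For 6 genes none of the 13 alternatives closes the difference: *Esr1* (the paper's 0.78, here 0.96), *Slc35e2* (the paper's 0.49, here 0.34), *Slpi* (the paper's 0.44, here 1.12), *Pigyl* (the paper's -0.25, here -0.12), *Ptpra* (the paper's -0.30, here -0.25) and *0610008F07Rik* (now *Hnf4aos*, the paper's -0.58, here -0.88). *Lysmd3* (the paper's 0.34, here 0.22) lies within the error with the mouse number series as a block, without control B256 and without mutant mouse B305, and differs under the other 10. *Cd276* (the paper's 0.33, here 0.14) lies within the error without control B302 alone and *Depdc6* (the paper's 0.28, here 0.19) without control B267 alone, and *Zfp59* (the paper's -0.25, here -0.18) with the series as a block alone; each differs under the other 12. *Atrn* (the paper's 0.29, here 0.34) lies within the error with quantile normalization, array weights, and without control B256, control B302 or mutant mouse B253, and differs under the other 8. *Socs2* (the paper's -0.34, here -0.74) does so with array weights and without control B256, control B302 or mutant mouse B253, and differs under the other 9. *Dynlt1c* (the paper's -0.40, here -0.29) does so with quantile normalization and without control B302 or mutant mouse B305, and differs under the other 10. *0610010K06Rik* (the paper's -0.40, here -0.26) does so with quantile normalization, the series as a block, and without control B256, control B267 or mutant mouse B304, and differs under the other 8. *Igsf6* (the paper's -0.58, here -0.35) does so with quantile normalization and without control B267 or mutant mouse B253, and differs under the other 10.

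The paper's table lists 122 genes, the paper's 64 of them higher. The table states no threshold of its own, and the paper's general one is p below 0.05. At an unadjusted p under 0.05 from limma, 605 genes differed here, 303 of them higher, and both counts differ from the paper's under all 14 alternatives.

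The paper names *Agxt* as the one mRNA of amino acid metabolism that was increased. *Cth* stands in Supplementary Data 3 as higher too, with a log2 fold change of 0.44 here, and neither gene passed the test over all genes. All 20 measured genes named for Fig. 3f were above 0 here and, as a list, passed with a preset correlation but not with an estimated one. The paper's text counts fewer genes as shared with the embryonic deletion than its diagram names, which is 5.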

Other observations

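The lists of proteins of refed liver, their correlation with the arrays and the fits without both B253 and B256 were chosen after the results were seen.

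Genes of the growth hormone and Igf1 axis were lower in the mean over the list in all 3 Lkb1KO livad mice than in all 3 controls (12 measured, median -0.08), but the list did not pass (adjusted p = 0.059 from camera), with 2 genes lower and 0 higher when adjusted over the list alone. It passed without control B256 (-0.17), without mutant mouse B305 (-0.14) and, in a fit chosen after seeing the data, without B253 and B256 (-0.21). With 1 mouse left out the median ranged from -0.17 to -0.027. It was 0.031 within the two-hundreds, -0.057 within the three-hundreds and -0.060 with the series as a block. *Onecut1*, a transcription factor of hepatocytes, had a log2 fold change of -1.62, *Cish* one of -1.23 and *Socs2* one of -1.21, both of which encode inhibitors of cytokine and growth hormone signalling, and *Bcl6*, a repressor, one of 1.22. The value of *Socs2* is that of its brightest probe set, and the probe set that Supplementary Data 3 names for it was at -0.74. The 6 Foxo-1 target genes that Fig. 3b measured by RT-qPCR had a median of 0.45 on the arrays (adjusted p = 0.00325, and adjusted p = 0.60 with an estimated correlation), with 0 genes adjusted over the list alone. Whether the mice of Fig. 3b include those of the arrays is not given in the sources used here. *G6pc*, which releases glucose from glucose 6-phosphate, had a log2 fold change of 0.56 and lay above the controls in all 3 mutant mice; *Ppargc1a* had one of 0.56 with overlapping values, *Igfbp1* one of 0.35 and *Pck1* one of -0.02. The median of the list was 0.27 and its call was lost without control B267, and it was 0.43 with the series as a block. The call was also lost in the methods' t-test.

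Further enzymes of amino acid catabolism, 58 measured and not named in the text for Fig. 3f, had a median of 0.09 (adjusted p = 0.00346), and 11 genes of the urea cycle and nitrogen disposal one of 0.15 (adjusted p = 0.00938). Both had adjusted p = 0.60 with an estimated correlation and 0 genes adjusted over the list alone. Their calls were lost without control B302 (0.03 and 0.10) or mutant mouse B253 (0.04 and 0.10). The call of the further enzymes was also lost with array weights and without both B253 and B256, and that of the urea cycle list in the methods' t-test. With the series as a block they were at 0.15 and 0.24. Fig. 3f also draws 4 genes that the text does not name for it, *Gldc* (in the first of these lists) at 0.40, *Slc16a10* at 0.48, *Ddc* at 0.18 and *Slc25a14* at 0.13, and none of them passed the test. *Fbp1* was at 0.23, *Etnppl* at 0.40 and *Pcx* at -0.14, and none of these passed.

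The remaining lists of metabolism did not pass as fitted without a block. The median was 0.04 for 24 plasma membrane amino acid transporters, 0.08 for 18 genes of gluconeogenesis, -0.12 for 14 of glycolysis, 0.01 for 18 of glycogen metabolism (mean -0.01), 0.04 for 22 of fatty acid oxidation, 0.03 for 18 of bile acids, 0.05 for 30 of xenobiotic metabolism, 0.03 for 26 of the respiratory chain and -0.03 for 9 of heme synthesis (adjusted p = 0.126 to 0.867). *Alas1* was lower when adjusted over the list alone of the last and of xenobiotic metabolism, and the other lists had 0. Passing as higher with the series as a block were gluconeogenesis (0.13), fatty acid oxidation (0.10) and xenobiotic metabolism (0.081), and heme synthesis was then at 0.083 without passing. Gluconeogenesis also passed without mutant mouse B304 (0.13) or B305 (0.11), xenobiotic metabolism without control B267 (0.11), and the transporters without control B256 (0.062). With another mouse left out each of these medians was below 0, gluconeogenesis at -0.045 without mutant mouse B253 and, without control B302, xenobiotic metabolism at -0.089 and the transporters at -0.046. As lower, fatty acid oxidation passed without mutant mouse B253 (-0.088) and heme synthesis without control B302 (-0.22) or mutant mouse B253 (-0.14), while heme synthesis was at 0.12 without control B256.

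The lists of signalling and stress that did not pass had medians of 0.07 for 18 targets of CREB, CRTC2 and SIK, 0.02 for 20 Nrf2 targets, 0.03 for 21 genes of the integrated stress response, -0.02 for 12 translation regulators named in the paper (mean 0.04), -0.07 for 23 genes of the Lkb1 complex and Ampk-related kinases, 0.06 for 21 hepatokines, 0.02 for 11 p53 genes (mean -0.08), -0.05 for 25 of the cell cycle and -0.08 for 21 interferon-stimulated genes (adjusted p = 0.0671 to 0.75). Adjusted over the list alone, *Crem* (0.53) and *Nfe2l2* (0.72) were higher in the first and second, *Chac1* (-0.69) and *Phgdh* (-0.58) lower in the third, *Stk11* lower in the fifth and *Myc* lower among the p53 genes, and the other lists had 0. The mean over the hepatokines was higher in all 3 mutant mice than in all 3 controls, and the list passed with the series as a block (0.097), without control B256 (0.054), control B267 (0.036) or mutant mouse B304 (0.067). The targets of CREB, CRTC2 and SIK passed without control B256 (0.097) or mutant mouse B305 (0.11), the Nrf2 targets without control B256 (0.16), the Lkb1 complex list in the methods' t-test (0.013 without control B256), and the interferon-stimulated genes, as lower, without control B256 (-0.10), mutant mouse B253 (-0.16) or both (-0.26). The CREB list was at 0.009 without control B267 and 0.018 without mutant mouse B253, the Nrf2 list at -0.023 without control B302, and the interferon list at 0.014 without control B267.

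The female-biased genes had a median of 0.16, the male-biased genes one of 0.09 and the Y-linked genes one of -0.03 (adjusted p = 0.136 to 0.848). Pericentral hepatocyte genes were at -0.06, biliary and Notch genes at -0.04 with all 3 mutant mice below the controls in the mean, B cells at -0.01 (mean 0.01), neutrophils at 0.09, erythroid cells at -0.05 and adipose tissue and pancreas at -0.04 (adjusted p = 0.101 to 0.939). The female-biased genes passed as higher with the series as a block (0.17), without control B256 (0.20), control B267 (0.074) or mutant mouse B304 (0.11), and the neutrophil markers with the block (0.17), without control B267 (0.20) or mutant mouse B305 (0.14). Without control B302 these were at -0.0076 and -0.025. These lists had 0 genes adjusted over the list alone.

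The mRNAs of 150 of the 165 proteins that the paper's Supplementary Data 2 gives as higher in refed liver had a median of 0.07 in these fasted livers (adjusted p = 1.27e-04, and adjusted p = 0.60 with an estimated correlation), and those of 140 of the 156 lower proteins one of -0.01 (adjusted p = 0.644). The second list passed as higher with the series as a block (0.067) and without control B267 (0.048), and as lower with array weights (-0.054), without control B302 (-0.081), without mutant mouse B253 (-0.055) and without B253 and B256 (-0.071). The first call was lost without control B302 (0.05) or mutant mouse B253 (0.06), and the median was 0.14 without control B256, 0.12 without mutant mouse B304 and 0.14 with the series as a block. Both lists had 0 genes adjusted over the list alone. Across 290 genes the Pearson r of the refed protein change with the fasted mRNA change was 0.276 (permutation test, p = 1e-05, the smallest it can give, adjusted p = 2e-05), and genes are not independent replicates. The column of Supplementary Data 1 and 2 headed as log2 holds linear ratios, 0.276 to 6.08 and 0.242 to 9.34, whose log2 had a correlation with the difference of the label-free intensities of 0.9995 and 0.9992; it was read as a ratio.

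Genes at an unadjusted p under 0.01 from limma whose groups do not overlap were ranked by size. Besides those given above, the largest differences among them that did not pass the test were *Sult3a2* (1.09), *F2rl2* (0.84), *Ppp1r10* (0.84) and *Olfr99* (0.80) for the higher genes. For the lower genes they were *Zyg11a* (-1.38), *Obp2a* (-1.25), *Snord73b* (-1.01) and *Ribc1* (-0.91).

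With 10 splits of the 6 mice, a share under 0.05 cannot be reached. The real split had 1 gene at an adjusted p under 0.05 and the highest other 1, 605 genes at an unadjusted p under 0.05 and the highest other 1963, a median of 0.15 and the highest other 0.16 for the proteins higher in fasted liver, and 21 lists and the highest other 26. In 1 direction the real split had 303 genes and the highest other 1104. The real split had the fewest genes at the unadjusted threshold of the 10. The split with 1963 genes follows the mouse number series, which points to a structure of the samples, and with the series as a block the counts were 589 higher and 412 lower.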
